# A somatic piRNA pathway in the *Drosophila* fat body ensures metabolic homeostasis and normal lifespan

**DOI:** 10.1038/ncomms13856

**Published:** 2016-12-21

**Authors:** Brian C. Jones, Jason G. Wood, Chengyi Chang, Austin D. Tam, Michael J. Franklin, Emily R. Siegel, Stephen L. Helfand

## Abstract

In gonadal tissues, the Piwi-interacting (piRNA) pathway preserves genomic integrity by employing 23–29 nucleotide (nt) small RNAs complexed with argonaute proteins to suppress parasitic mobile sequences of DNA called transposable elements (TEs). Although recent evidence suggests that the piRNA pathway may be present in select somatic cells outside the gonads, the role of a non-gonadal somatic piRNA pathway is not well characterized. Here we report a functional somatic piRNA pathway in the adult *Drosophila* fat body including the presence of the piRNA effector protein Piwi and canonical 23–29 nt long TE-mapping piRNAs. The *piwi* mutants exhibit depletion of fat body piRNAs, increased TE mobilization, increased levels of DNA damage and reduced lipid stores. These mutants are starvation sensitive, immunologically compromised and short-lived, all phenotypes associated with compromised fat body function. These findings demonstrate the presence of a functional non-gonadal somatic piRNA pathway in the adult fat body that affects normal metabolism and overall organismal health.

## Abstract (web summary)

The Piwi-interacting RNA (piRNA) pathway is known to suppress transposable elements in gonadal tissues. Here the authors provide evidence for a functional piRNA pathway in the somatic cells of the *Drosophila* fat body with roles in metabolism, immunological function and overall health.

Transposable elements (TEs) parasitize the DNA of their hosts and account for a large portion of eukaryotic genomes^1^,^2^. To combat the invasion and expansion of TEs, small RNA (smRNA) silencing pathways have evolved to suppress TEs across species from plants to humans^3^. The short interfering RNA pathway suppresses TEs in all tissues of plants and animals, whereas the activity of the Piwi-interacting RNA (piRNA) pathway is thought to be primarily restricted to the gonads of metazoans^4^,^5^. Loss or decline of these pathways results in genomic instability and cellular dysfunction caused by TE reactivation and transposition^6^,^7^,^8^,^9^.

The piRNA pathway is best known for its role in gonadal tissues where it protects against genomic damage caused by TE reactivation^4^,^5^. The pathway silences TEs by employing complementary small RNAs called piRNAs, generated from large TE-rich genomic regions called piRNA clusters. In flies, these clusters transcribe long single-stranded RNA precursors that are then further processed into smaller 23–29 nucleotide (nt) piRNAs. These piRNAs partner with argonaute effector proteins (Piwi, Aubergine or AGO3) that are then able to silence TEs via their homology to TE transcripts^4^,^10^. This process is accomplished by one of two silencing mechanisms. In the primary piRNA pathway, active in both the germline and ovarian somatic follicle cells, Piwi represses TE transcription by establishing heterochromatin^5^,^11^. In the secondary piRNA pathway, active only in the germline, Aubergine and AGO3 silence TEs post transcriptionally in the cytoplasm via messenger RNA cleavage^4^,^5^,^10^. Although the role of the piRNA pathway was previously thought to be restricted to the gonads, recent evidence in a diversity of organisms suggests that this pathway may also be present in somatic cells outside of the gonad^12^.

Over the past decade, new evidence has begun to reveal non-gonadal examples of the piRNA pathway including a role for the piRNA pathway in stem cell function^12^. In planaria, piRNA pathway proteins are essential in maintaining stem cell pluripotency as well as the regenerative capacity of these animals^13^. piRNA pathway components are active in multiple types of cancer^12^, including specific cancers in mammals and flies^12^,^14^,^15^,^16^,^17^,^18^, and in flies *piwi* has been shown to contribute to malignant tumour growth^19^. Less information is available for a role of the piRNA pathway in normal differentiated somatic tissues, although evidence for the activity of the secondary piRNA pathway in specific neurons of the adult fly brain has been reported^20^. As more non-gonadal examples of an active RNA interference system are discovered, it appears that the piRNA pathway may have other important roles beyond its known functions in gonadal tissue.

Here we show the presence of a functional somatic piRNA pathway in the adult fly fat body. The piRNA pathway in the fat body exhibits all the canonical characteristics of a primary piRNA pathway and actively suppresses TE mobilization in this tissue. We observe that loss of this pathway correlates with compromised fat body function and shortened lifespan. These findings demonstrate a novel role for the piRNA pathway outside of the gonads in a fully differentiated somatic tissue.

## Results

### The fat body exhibits components of an intact piRNA pathway

Given the recent evidence that the piRNA pathway may also be active in select non-gonadal somatic cells^12^, we examined the expression of piRNA pathway genes outside of the gonads. 

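Head, thorax, eviscerated abdomen and ovary were dissected from wild-type Canton S females 10 days old, and 3 replicate total RNA-seq libraries were made from each tissue after ribosomal RNA had been depleted. The authors mapped the reads with Tophat and counted them on gene models with easyRNASeq, and the table of raw counts was used here. It listed 13898 genes in 12 libraries, and 13376 of the genes could be matched to a gene symbol. Between 14040598 and 19208152 reads per library were counted on genes in head, 8087981 to 13630001 in thorax, 7884586 to 11600876 in eviscerated abdomen and 22247599 to 32498809 in ovary. Counts were scaled by TMM, and the 4 tissues were compared in a single quasi-likelihood fit of edgeR over the 11188 genes with enough counts, with Benjamini-Hochberg adjustment. The paper's methods name a correction for batch effects, but its text does not name the batches, and the fit held no batch term. At an adjusted p under 0.05, 8393 genes differed between eviscerated abdomen and head, with 4008 higher and 4385 lower in the abdomen. Between eviscerated abdomen and thorax 8104 genes differed, with 3975 higher and 4129 lower in the abdomen. The comparison of thorax with head gave 4690 genes, 1843 of them higher in thorax, and that of ovary with abdomen gave 7663, of which 3646 were higher in ovary. The alternative that moved these counts most was limma on the authors' RPKM values with 0.1 added before the log2, which called 7254 genes between thorax and head, 6014 of them higher in thorax. The RPKM values had been divided by library totals that did not follow the gene counts: relative to the ratio of total to gene counts in ovary replicate 1, that ratio was on average 3.46 in head, 1.53 in thorax, 3.15 in eviscerated abdomen and 0.985 in ovary.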

We found that examination of RNA sequencing (RNA-seq) libraries from adult fly eviscerated abdomen, but not heads or thorax, had significant enrichment of piRNA pathway genes relative to other somatic body segments (Fig. 1a, Supplementary Fig. 1, and Supplementary Dataset 1). 

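The 25 piRNA pathway genes of Fig. 1a and Supplementary Fig. 1a were compared between tissues by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against head, 21 of the 25 genes were higher in eviscerated abdomen and 2 were lower, with a median log2 fold change of 2.88 and a mean of 2.62. Against thorax, the same 21 genes were higher and 2 were lower, with a median of 3.84 and a mean of 3.18. Adjusted over the list alone, the count was again 21 higher genes among 23 called in each comparison, and since the paper displays these genes from the same libraries this count is not independent evidence. In 20 simulations of unchanged libraries with the abdomen shared between the comparisons, 0 of 25 genes came out higher in both. Such simulations measure false calls where nothing differs. They cannot show how many listed genes would be higher in libraries where 8393 genes differed between eviscerated abdomen and head. Between thorax and head only 1 gene was higher and 4 were lower, and adjusted over the list alone 3 were called, all lower in thorax. piwi had 89.2 ± 37.5 normalized counts (CPM; SD, n = 3 libraries) in eviscerated abdomen, 3.66 ± 1.93 in head, 3.62 ± 4.24 in thorax and 252 ± 11.3 in ovary. Its log2 fold change was 4.58 against head (standard error 0.61, adjusted p = 1.59e-05 from the edgeR test) and 4.56 against thorax (standard error 0.62, adjusted p = 2.25e-05 from the edgeR test), and each of the 3 abdomen libraries, at 45.9, 113 and 108 CPM, lay above each head and thorax library. With each library left out in turn the value against head stayed between 4.30 and 5.04, and that against thorax between 4.17 and 6.28, the latter without thorax replicate 1. As a set, the 25 genes ranked higher in eviscerated abdomen by limma's camera test across genes (n = 25 genes, 2-sided), with p = 1.01e-05 against head and 1.85e-06 against thorax. Both calls held under fry, whereas neither held when the correlation between the genes was estimated from the libraries, which gave p = 0.165 and 0.137. Of the scalings run, the RPKM values with 1 added before the log2 moved the medians most, to 1.55 against head and 1.501 against thorax. A further 153 genes outside these lists had at least 20 CPM in ovary. That level was at least 30 times theirs in head and in thorax. In the same abdomen libraries the 153 genes stood at a median share of 0.417 of their ovary CPM, beside 0.443 for the piRNA pathway genes. On the authors' RPKM scale the shares were 0.106 and 0.113. From these libraries the paper states that piRNA pathway genes are enriched in the eviscerated abdomen relative to the other somatic body segments.

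**Figure D1:**
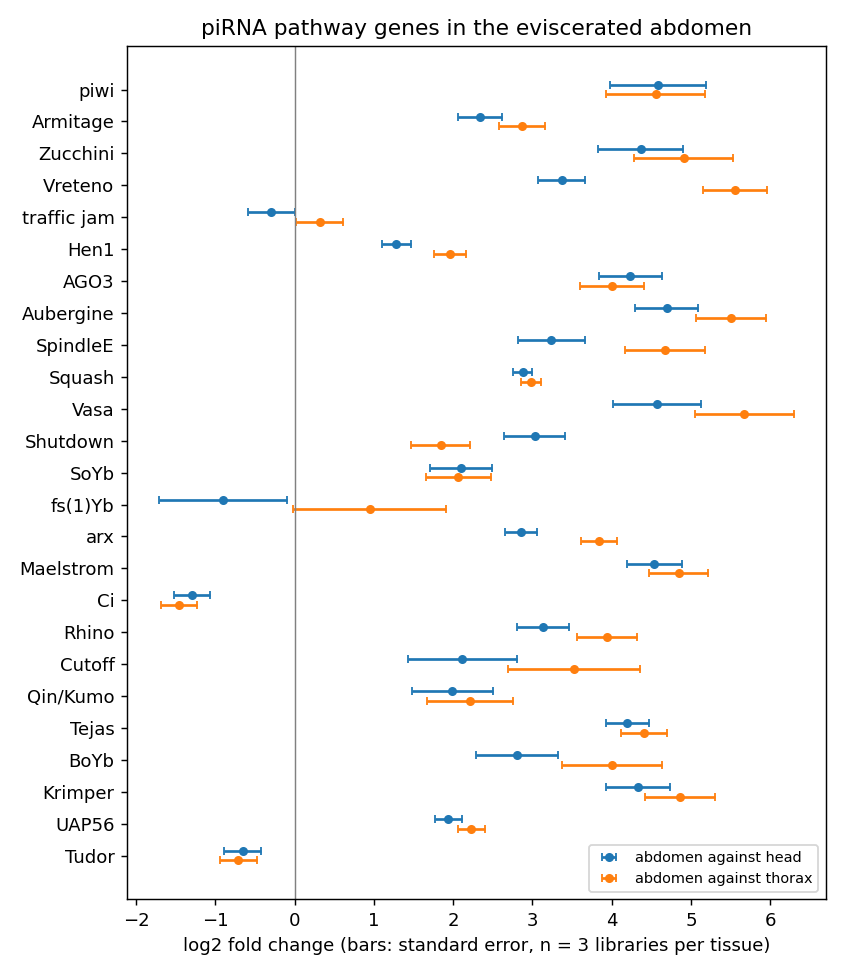
Log2 fold change of 25 piRNA pathway genes in eviscerated abdomen against head (blue) and against thorax (orange), from 3 libraries per tissue; points are edgeR estimates and bars their standard errors. For 21 genes both points lie right of 0, and Ci and Tudor lie left of it in both comparisons.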

Immunofluorescent microscopy demonstrated specific localization of the Piwi protein to the nuclei of adult abdominal and pericerebral fat body cells, but not to nuclei of cells from other tissues outside of the gonads or in fat bodies of homozygous *piwi* null mutants (Fig. 1b). Immunoblotting of isolated purified fat body, thorax and head also demonstrated the presence of Piwi protein in the fat body (Fig. 1c and Supplementary Fig. 2). The presence of Piwi protein in the fat body suggests the possibility of an intact piRNA pathway in this tissue.

Activated piRNAs in functional piRNA silencing complexes are 2′-*O*-methylated at their 3′ termini and can be selectively enriched and detected using periodate oxidation^4^,^21^. We found a broad piRNA-like peak of smRNAs ranging from 23 to 29 nt in oxidized small RNA-seq (smRNA-seq) libraries from pure adult abdominal fat body (Fig. 1d), suggesting the presence of piRNAs with 2′-*O*-methylation at their 3′ termini as is typical of gonadal piRNAs actively loaded into a piRNA-argonaute complex^22^. Of the oxidized fat body piRNAs, 49% (23–29 nt smRNAs) mapped to TEs (Fig. 1e) and these reads exhibited a strong antisense bias (Supplementary Fig. 3a) and a canonical first position nucleotide bias for uracil^10^ (Fig. 1f), indicating that they likely have the capacity to target TE transcripts for silencing. Oxidized smRNA libraries from purified abdominal fat bodies of two distantly related drosophilids, *Drosophila simulans* and *Drosophila yakuba* (Supplementary Fig. 3b), also showed 23–29 nt piRNAs mapping to TEs (Supplementary Fig. 3c–f) with antisense TE-mapping piRNAs exhibiting a strong first position uracil bias (Supplementary Fig. 3g,h), demonstrating that adult fat body piRNAs are conserved across diverse drosophilid species. Together, these data suggest the presence of fat body piRNAs that exhibit canonical piRNA characteristics, are associated with an active piRNA-argonaute silencing complex and are evolutionarily conserved.

### The fat body piRNA pathway suppresses TEs

We next examined whether the fat body piRNA pathway exhibits canonical hallmarks of an active piRNA pathway. 

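Fat bodies of piwi null mutants (piwi2/piwi2) and of heterozygous controls (piwi2/CyO) were dissected from females 10 days old, and 3 total RNA-seq libraries were made from each genotype. Because the heterozygous flies carry the CyO balancer, its effect cannot be told apart from that of piwi in these libraries. The authors counted the reads on annotated repeats with RepEnrich, which combines all instances of a repeat, and the raw counts of 233 repeats were used here, 210 of them in the LTR, LINE, DNA and RC classes. Heterozygous libraries held 510072, 401540 and 941049 repeat counts, and mutant libraries 798146, 727254 and 757573. The internal sequence of gypsy took 39.3, 31.3 and 48.4% of these counts in the heterozygous libraries and 26.7, 18.4 and 23.8% in the mutant libraries. TMM factors were computed over the repeats alone, and the 215 repeats with enough counts were tested. The table has no entry for the piwi gene, so the genotype of each library was not checked on it. For small RNAs, 1 oxidized library per genotype was sequenced, and the authors deposited antisense counts per repeat both raw and normalized by unique alignments to cisNATs and structured loci. The normalized values were between 1.57 and 2.06 times the raw counts of the heterozygous library, so they did not follow from a single factor per library. With 1 small RNA library per genotype, no spread between replicates could be measured for the piRNAs.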

Loss of Piwi in gonadal tissues results in a dramatic reduction of piRNAs and a derepression of their corresponding TEs^11^,^23^. In the fat bodies of *piwi* null mutants, we observed a significant increase in the transcript levels of multiple TEs and a corresponding decrease of their associated piRNAs (Fig. 2a and Supplementary Fig. 4). 

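At an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg over 215 repeats), transcripts of 11 TEs were higher and those of 12 repeats were lower in piwi mutant than in heterozygous fat bodies. The 3 mutant and the 3 heterozygous libraries did not overlap for any of these 23 repeats, which belong to the 62 of the 215 tested without overlap (28.8%, where chance gives 10%). The median change of all repeats tested was -0.0053 on the log2 scale. TMM factors from the same repeats keep this median small, so it does not show whether repeats as a whole rose or fell. It was 0.19 with library size alone and 0.12 with upper quartile factors. With the reads outside the repeats included and TMM left out, it was -0.13. The 11 higher TEs were R2_DM, R1_DM, HETA, Gypsy6_LTR, MAX_LTR, Gypsy1-I_DM, MAX_I, TAHRE, ROOA_I, I_DM and Copia1-I_DM. Their log2 fold changes ran from 2.07 for R2_DM to 0.58 for Copia1-I_DM. TEs are counted here as entries of the repeat annotation, in which the LTR and the internal sequence of an element stand apart. Both entries were called for MAX among the higher, and for DM1731, BLASTOPIA and TRANSPAC among the lower repeats. The random lists and the correlation below also count entries. The number of TEs called higher moved most with library size in which the reads outside the repeats were included and TMM was left out, an alternative chosen after the data had been seen, which gave 1 higher and 7 lower. Of the alternatives set beforehand, upper quartile factors gave 19 higher and 12 lower, and a fit without heterozygous replicate 3 gave 2 higher and 5 lower. Gypsy_I, the internal sequence of gypsy, had 448394 ± 176640 CPM of repeat counts (SD, n = 3 libraries) in heterozygous and 214088 ± 52250 in mutant fat bodies, and its libraries overlapped. Its log2 fold change was -1.07 (standard error 0.36, adjusted p = 0.112 from the edgeR test), and that of Gypsy_LTR was -1.19 (standard error 0.36, adjusted p = 0.0755 from the edgeR test). Neither gypsy change passed 0.05, though both did, as falls, with DESeq2, with the likelihood ratio test of edgeR and without heterozygous replicate 2, where they were -1.38 and -1.53. Antisense piRNAs were lower in the mutant library for all 11 TEs with higher transcripts, with a median log2 change of -2.49 in the authors' normalized values. The 11 repeats with lower transcripts that had antisense counts also lost piRNAs, with a median of -2.47. Over 181 TEs with at least 10 antisense counts the median was -2.27, and 18.2% of 10000 random lists of 11 TEs had a median as low as the higher TEs. With at least 100 counts the median of 10 higher TEs was -2.85, and 6.96% of random lists were as low. A loss beyond that of TEs in general was therefore not detected, though the stricter minimum came nearer to one. Across the 181 TEs, which are not independent replicates, transcript and piRNA changes had a Spearman correlation of 0.052 (2-sided permutation test, p = 0.49). From the rise of TE transcripts, the fall of their piRNAs and a reporter of gypsy transposition, the paper concludes that a somatic piRNA pathway suppresses TE expression and mobilization in the fat body.

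**Figure D2:**
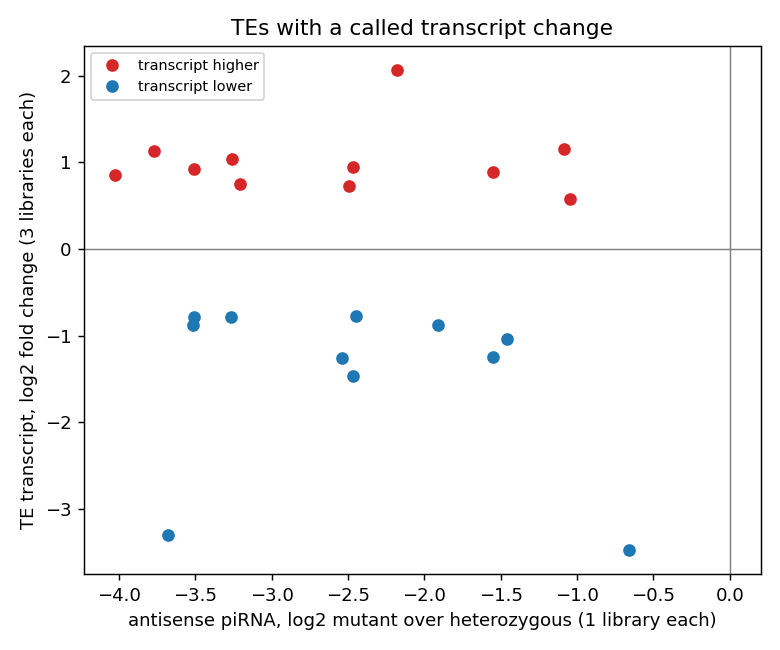
Change of antisense piRNAs (x axis, log2 of mutant over heterozygous normalized counts, 1 library each) and of transcripts (y axis, log2 fold change from 3 libraries each) for the 22 TEs called in the transcript test that had antisense counts; red points rose and blue points fell in transcript level. All 22 points lie left of 0, the 11 red and the 11 blue alike.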

Total piRNAs also decreased (28.1% decrease) as well as TE-mapping piRNAs (70.5% decrease) (Fig. 2b, side panel). 

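Antisense piRNA counts summed over the 210 TEs of the LTR, LINE, DNA and RC classes were 267964 in the heterozygous and 62180 in the mutant library, a fall of 76.8%. In the values normalized by the authors the sums were 506758 and 125906, a fall of 75.2%. Scaled by the unique piRNA-sized reads that the supplement gives for the 2 libraries, 277173 and 287452, the fall was 77.6%. These sums hold antisense reads on repeats only, their length range is not stated with the table, and sense reads and reads outside repeats were not analysed here. Of the 181 TEs with at least 10 counts, 175 were lower and 5 higher in the mutant library after the authors' normalization, with the middle 50% of log2 changes between -3.25 and -1.55.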

We used a reporter of transposition for the endogenous *gypsy* retrotransposon (*gypsy-TRAP*)^9^,^24^, a known target of Piwi in the ovary^25^, to detect transposition in fat body cells and found that *piwi* mutant fat bodies displayed significantly higher levels of *gypsy* transposition relative to controls (Fig. 2c). Together, these data show that a somatic piRNA pathway actively suppresses the expression and mobilization of TEs in adult fat body cells.

The piRNAs that target and suppress TEs in ovarian tissues are known to originate from genomic regions called piRNA clusters^10^. Mapping fat body piRNAs to previously annotated fly piRNA clusters showed that many map to the *flamenco* cluster, which is known to be specific to somatic follicle cells (Fig. 2d,e)^10^,^11^. In agreement with studies of ovarian follicle cells^10^,^11^, piRNAs mapping to *flamenco* were depleted in the fat bodies of *piwi* mutants (Fig. 2d,e). These data further support the presence of a functional fat body piRNA pathway where piRNAs produced from somatic piRNA clusters pair with Piwi to suppress TEs as the primary piRNA pathway does in ovarian follicle cells^10^,^11^.

Previous studies in flies have shown that primary piRNAs are also derived from the 3′ untranslated regions (UTRs) of coding genes^26^,^27^. We observed that 17% of fat body piRNAs from the oxidized fat body library mapped to coding genes (Fig. 1e) and that 3′UTR sense-mapping piRNAs were depleted in *piwi* mutants (17.5% decrease; Fig. 2b, side panel). These 3′UTR-derived piRNAs are between 78% (*piwi*^*−/+*^) and 87% (wt) sense-mapping, as is expected of genic piRNAs (Supplementary Fig. 5a). Fat body piRNAs mapping to the 3′UTR of *traffic jam* (*tj*), a known source of genic piRNAs in ovarian follicle cells^26^,^27^, were depleted in *piwi* mutants (Fig. 2f,g and Supplementary Dataset 2) along with other 3′UTR-derived piRNAs (Supplementary Fig. 5b–e and Supplementary Dataset 2). Together, these data provide evidence of 3′UTR-derived fat body genic piRNAs, another hallmark of the primary piRNA pathway.

In order to rule out the possibility that fat body piRNAs result from contamination by ovarian tissues during dissection and library preparation, we performed smRNA-seq on oxidized fat body libraries isolated from *ovo*^*D1*^ flies. Because of a dominant female-sterile mutation in the *ovo* gene, these flies exhibit severely degenerated ovaries, thus significantly decreasing the likelihood that any piRNAs isolated from the fat body of these animals would be due to contamination from ovarian tissues. We observed in both wild-type and *ovo*^*D1*^ fat bodies 23–29 nt smRNAs that mapped uniquely to the *flamenco* locus (Supplementary Fig. 6a,b), suggesting that piRNAs observed in oxidized fat body libraries are in fact originating from this tissue and not a result of ovarian contamination. In addition, immunoblotting demonstrates the presence of Piwi protein in the eviscerated abdomen and isolated fat body of *ovo*^*D1*^ flies (Supplementary Fig. 6c). These data, combined with our observation of the Piwi protein in the nuclei of fat body cells (Fig. 1b and Supplementary Fig. 2), strongly support the presence of a functional canonical piRNA pathway in the fat body.

### DNA damage and metabolic dysregulation in piRNA mutants

The replicative mobility of TEs can contribute to mutagenesis via their ability to insert into new genomic loci^6^. TE reactivation and transposition has been shown to correlate with chromosomal rearrangements, double-strand DNA breaks and apoptosis^7^,^8^. Phosphorylation of the histone variant H2A.v (γ-H2A.v) during DNA repair serves as a reliable marker of double-strand DNA breaks and has been shown to correlate with increased TE activity in the fat body^9^,^28^. Using immunofluorescent microscopy, we observed an increase in the intensity of γ-H2A.v staining in *piwi* mutants relative to controls (Fig. 3a,b). These data suggest that the fat body piRNA pathway normally protects fat body cells from the accumulation of DNA damage that may be caused by TE reactivation.

The fly fat body is a functional analogue of the mammalian liver and adipose tissue, with one of its primary roles being storage of lipids and glycogen^29^. Our observation that *piwi* mutant fat body cells showed increased TE mobilization and elevated levels of DNA damage (Figs 2c and 3a,b) led us to hypothesize that this could result in disrupted fat body function. Nile Red staining of fat body lipid droplets revealed a reduction of lipid droplet size in *piwi* mutants compared with controls, with larger lipid droplets (>200 μm^2^) greatly reduced in their abundance (Fig. 3c–e and Supplementary Dataset 3). These data correlate with a significant reduction of two of the major storage metabolites in fat body, triacylglycerides (TAGs) and glycogen, in both *piwi* and *flamenco* mutants (Fig. 3f–i and Supplementary Fig. 7a,b). We next asked whether these phenotypes correlated with an altered fat body transcriptome as transcription of TEs alone can cause RNA toxicity and contribute to cellular dysfunction^8^. We generated RNA-seq libraries from *piwi* mutant and control fat bodies and found that many differentially expressed genes in metabolism-associated pathways were significantly changed (Supplementary Fig. 7c). These data support a model in which a loss of the piRNA pathway function results in a decrease in lipids and stored metabolites, disruption of metabolic homeostasis and a decline in cellular function, possibly because of reactivation of TEs.

### piRNA mutants show altered fat body function and lifespan

The fly fat body plays a major role in resisting stressors such as fasting and, through its role in innate immunity, in resisting pathogenic infections^29^. We observed that *piwi* mutants were highly sensitive to starvation conditions as well as infection by a pathogenic insect bacterium (Fig. 4a,b and Supplementary Table 1). Because of the central role that the fat body plays in regulating longevity^30^,^31^, we next examined the effect of disrupting the piRNA pathway on lifespan. We found that mutations in either *piwi* or the *flamenco* locus dramatically shorten lifespan (Fig. 4c,d and Supplementary Table 1). Finally, we tested whether the shortened lifespan of piRNA pathway mutants was dependent upon TE activity. Many TEs in *Drosophila* are retrotransposons, including *gypsy*, and depend upon reverse transcriptase for their replicative mobility^32^. Administration of a known reverse transcriptase inhibitor, 3TC, inhibits the normal age-related increase in *gypsy* mobilization and extends the shortened lifespan of *Dcr-2* mutants, another condition in which derepression of TEs occurs^9^. We administered 3TC to *flamenco* mutants and observed a significant lifespan extension (Fig. 4e and Supplementary Table 1), suggesting that a shortened lifespan phenotype is at least partially dependent upon TE mobilization. These results suggest that loss of the fat body piRNA pathway and an increase in TE activity and mobilization correlates with compromised fat body function including its ability to otherwise mitigate the detrimental effects of environmental stressors.

## Discussion

Here we have shown evidence for a fully functional piRNA pathway in a non-gonadal somatic tissue, the adult fly fat body, that is likely to be necessary for proper tissue function and overall organismal health. These results demonstrate that the adult fat body piRNA pathway exhibits canonical characteristics found in gonadal somatic cells, and its activity likely positively affects the function of a tissue important to metabolic homeostasis and physiological health. Although we are not able to entirely rule out a contribution of the gonadal piRNA pathway to fat body function, many of the phenotypes we observe are opposite to those typically seen in animals with compromised gonadal tissue function and therefore likely represent the effect of a loss of the fat body piRNA pathway. For example, the shortened lifespan and reduced lipid stores in piRNA pathway mutants demonstrates that the piRNA pathway is essential in the health and functioning of non-gonadal somatic tissues, as reduction or ablation of gonadal function in flies often extends lifespan and increases lipid stores rather than decreasing lifespan and fat storage^31^. Recent studies in wild-type flies have also demonstrated an important link between TE activity and longevity^9^, and our studies demonstrating partial rescue of the shortened lifespan in *flamenco* mutants upon administration of a reverse transcription inhibitor further support this association.

Interest in a function for the piRNA pathway in the soma has increased recently as new roles for this pathway are being illuminated. The piRNA pathway's association with tissues that maintain a degree of immortalization similar to that exhibited in the germline is of particular interest^12^. For example, the somatic stem cell niches of Hydra maintain an active piRNA pathway that represses TEs, possibly contributing to this organism's remarkably long lifespan^33^. These studies, together with our findings, suggest that the presence of a piRNA pathway in normal somatic tissues may offer an additional cellular defence against TE reactivation and possible somatic genomic damage. Our finding of a role for the piRNA pathway in preserving metabolic homeostasis and the overall health of the fly suggests the potential importance of the piRNA pathway in other somatic tissues. Finally, interventions specifically augmenting the piRNA pathway may provide significant benefits to maintaining genomic integrity, tissue function and healthy lifespan.

## Methods

### Fly stocks and husbandry

*Drosophila* stocks were all maintained on standard media (30.5 g l^*−*1^ autolysed yeast, 121.8 g l^*−*1^ sucrose, 52.3 g l^*−*1^ cornmeal, 8.75 g l^*−*1^ agar and 2.62 g l^*−*1^ tegosept, all weight by volume) at 25 °C with a 12-h light/dark cycle at 60% relative humidity. Unless otherwise noted, flies used in all experiments were collected over a 48-h period, placed in density-controlled, mixed-sex vials and aged for 10 days on food containing 150 g l^*−*1^ autolysed yeast, 150 g l^*−*1^ sucrose and 20 g l^*−*1^ agar, all weight by volume. Unless otherwise noted, all experiments were performed using mated female flies grown under these conditions.

Lab stocks of Canton S or *w*^*1118*^ were used for wild type experiments. *flam*^*KG*^*/FM4* (Bloomington 16453) was obtained from the Bloomington *Drosophila* Stock Center at Indiana University. Stocks of *D. yakuba* and *D. simulans* were provided by the *Drosophila* Stock Center at the University of California, San Diego. The *piwi* mutant fat body *gypsy-TRAP* reporter line was generated from the *gypsy-TRAP* line provided to us by Joshua Dubnau^24^, *r4-GAL4* (Bloomington 33832), *UAS-GFP* (Bloomington 1522) and the *piwi*^*2*^*/CyO* line from Haifan Lin. *ovo*^*D1*^ mutants lacking ovaries were generated by crossing males of *ovo*^*D1*^ (*ovo*^*D1*^*v*^*24*^*/*C(1)DX, *y*^*1*^*w*^*1*^*f*^*1*^) (Bloomington 1309) to virgin Canton S females.

### RNA and smRNA-seq library preparations

Flies were flash frozen on dry ice and head and thorax body segments were dissected on a −20 °C cold block and stored at −80 °C. Eviscerated abdomens and pure adult fat bodies were dissected from the abdominal wall in cold phosphate-buffered saline (PBS) and also stored at −80 °C.

Total RNA was extracted from relevant fly tissues using the mirVana miRNA Isolation Kit (ThermoFisher Scientific AM1560). For RNA-seq library prep, 100 ng of total RNA was used as input for the Ovation Universal RNA-seq System kit (Nugen 0343), with *Drosophila* ribosomal RNA (rRNA) depletion module, according to the manufacturer's instructions. Three biologically independent libraries were made for each tissue. For smRNA-seq libraries, 2 μg of total RNA was oxidized in 25 mM sodium periodate with 30 mM borax and 30 mM boric acid (pH 8.6) for 30 min at room temperature (Phillip Zamore Lab Illumina TruSeq Small RNA Cloning Protocol April, 2014; http://www.umassmed.edu/zamore/resources/protocols/). RNA was then recovered with the RNA Clean & Concentrator-5 kit (Zymo Research R1015) and used as input to the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs E7300), with modifications adapted from^34^ (2S rRNA block oligo added before 5′ ligation step to decrease rRNA reads in final library).

### Tissue RNA-seq

Reads were mapped to the dm3 genome using Tophat. The Bioconductor R package easyRNASeq was used to count reads (using ‘geneModels' summarization parameter) and calculate normalized reads per kilobase per million (RPKM) values. Error bars presented represent s.e.m. with three independent biological replicates for each condition. The false discovery rate values in Supplementary Dataset 1 were calculated using the Bioconductor edgeR package, with a GLM correcting for batch effects as described in the vignette.

### smRNA size profiles and nucleotide bias

Oxidized small RNA libraries were first trimmed of adapter sequences using cutadapt and then aligned against *Drosophila* rRNA sequences using Bowtie to remove rRNA aligning reads. For pie charts, reads were first aligned to the dm3 genome, keeping only reads that aligned. Reads were next consecutively mapped to the following genomic compartments using Bowtie (−v 1): sno+tRNA, microRNA (miRNA), TEs, exons and intergenic regions (all sequences downloaded from FlyBase, except TEs that came from Repbase). Reads aligning to each compartment were counted to create a chart.

For total small RNA size profiles (see, for example, Fig. 1d), miRNAs were first removed using Bowtie (−v 1), and remaining reads were subsequently fed into a Perl script that counted the number of reads for each different length between 18 and 50 nucleotides. For size profiles of TE-mapping reads (Supplementary Fig. 2), reads were aligned to the set of Repbase *Drosophila* consensus sequences using Bowtie (−v 1 −k 1--best), and sorted into sense/antisense (with respect to TE) using samtools. Alignments were then converted back into FASTQ files using bedtools, and size profiles calculated as described above. For *D. simulans* and *D. yakuba* pie charts and size profiles, analysis was performed as described, using relevant genomic compartments for each species downloaded from Flybase. For transposable elements, the set of all *Drosophila* species transposons from Repbase was used.

For nucleotide bias calculations, 23–29 bp TE-mapping antisense alignments were converted into FASTA format using bedtools and EMBOSS, trimmed to uniform length of 23 bp using FASTX-toolkit and used as input for the WebLogo 3 program^35^.

### TE and coding gene analysis

In order to properly account for multi-mapping RNA-seq reads when analyzing TEs, we used the RepEnrich approach^36^ to quantify read counts for each TE. This approach combines all instances of each annotated TE in the genome together and counts a read if it aligns to any of them at least once, allowing proper quantitation of reads that would otherwise be discarded because of mapping to multiple locations. Read count tables from RepEnrich were processed with the edgeR package to perform normalization and calculate log_2_ fold change. For small RNA-seq libraries, reads were aligned using RepEnrich and counts were normalized using unique alignments to cisNATs and structured loci, as described in ref. 11. Log_2_ fold changes (*piwi*^*−*/*−*^ / *piwi*^+/*−*^) were calculated using normalized read counts. TEs with RNA-seq log_2_ fold changes >0.263 (1.2 × fold increase) in *piwi* mutants compared with heterozygous controls were plotted on the heat map together with the corresponding piRNA-seq change for each element. Heat maps were generated with the gplots package in R.

To create TE alignment profiles (Supplementary Fig. 4), reads were mapped uniquely to the relevant TE Repbase consensus sequence using Bowtie (−v 1 −m 1). Read depth across TE consensus sequence was determined using bedtools genomecov command, using total uniquely mapping reads in the library to normalize for library size differences. Plots were created in R.

For normal coding gene analysis, edgeR was used to determine differentially expressed genes whose expression was significantly changed in total RNA-seq libraries of *piwi* mutant fat body relative to heterozygous controls. We then performed a KEGG pathway analysis on these genes using Flymine.org^37^.

### piRNA cluster analysis

To determine abundance of small RNA reads mapping to annotated piRNA clusters, 23–29 bp size selected reads were aligned uniquely to the genome using Bowtie (−v 1 −m 1). piRNA cluster-specific reads were extracted using bedtools using the 15 most highly expressing piRNA clusters, as defined in refs 10, 11. Specific cluster coverage plots were calculated using bedtools genomecov, normalizing to total uniquely aligning reads (excluding small nucleolar RNA, transfer RNA and miRNA), and plotted with the Sushi R package from Bioconductor^38^.

To assay genic piRNA reads, 23–29 bp aligned reads were separated into 5′UTR, coding sequence and 3′UTR regions for each gene (Flybase annotations) and counted and sorted sense/antisense using bedtools. For selected genes with high numbers of antisense piRNAs in the 3′UTR (see, for example, Fig. 2g), coverage was calculated as described above. Coverage and gene models were plotted using Sushi^38^.

### Immunoblotting

Fly body segments and tissues were dissected as in ‘RNA/smRNA-seq Library Preparations.' Whole-cell lysate samples were prepared in RIPA buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM dithiothreitol, 1% Triton-X-100, 1% Na-deoxycholate, 0.1% SDS and 2.5 μg ml^*−*1^ of Pepstatin A, Leupeptin, Antipain, Aproptinin and Chymostatin). Then, 15 μg of total protein was loaded and run on a 12% polyacrylamide–SDS gel. Proteins were then transferred to polyvinylidene difluoride membrane and the membrane was blocked overnight in Tris-buffered saline with 0.1% Tween-20 in 5% milk at 4 °C. Membranes were first cut between a 75 and 50 kDa marker and the lower molecular weight half of the membrane incubated with anti-Actin (mouse 1:2,000; EMD Millipore MAB1501). The upper molecular weight half of the membrane was incubated with anti-Piwi (mouse 1:200; Santa Cruz sc-390946), anti-Aubergine (rabbit 1:2,000) or anti-AGO3 (rabbit 1:3,000). Before blotting with either anti-Aubergine or anti-AGO3 and between each reprobing, the blot was stripped with stripping buffer (50 mM Tris-HCl, pH 6.8, 20 g l^*−*1^ SDS and 0.8% β-mercaptoethanol) at 60 °C. After treating with each primary antibody, membranes were incubated with either horseradish peroxidase-conjugated anti-mouse (goat 1:5,000; ThermoFisher 31430) or anti-rabbit (goat 1:5,000; ThermoFisher 31460). The anti-AGO3 and anti-Aubergine antibodies were gifts from Phillip Zamore. Uncropped images of the original immunoblots can be found in Supplementary Fig. 2.

### Immunofluorescence assays and lipid staining

Flies were briefly dipped in EtOH and blotted, fixed in 4% paraformaldehyde in PBS for 20 min, washed with PBS on ice and embedded in Tris-buffered saline Tissue Freezing Medium (Fisher Scientific 15-183-13). Moulds were frozen on dry ice and stored at −80 °C. Moulds were cryosectioned into 10 μm sections and gently washed with PBS. For anti-Piwi immunofluorescence, slides were incubated with anti-Piwi antibody (mouse 1:50; Santa Cruz sc-390946) for 1 h at room temperature, washed with PBS, incubated with anti-mouse Alexa Fluor-568-conjugated antibody (goat 1:2,000; ThermoFisher A-11031) for 1 h at room temperature and then washed again with PBS. Anti-Piwi primary and secondary antibodies were both diluted in 5% normal goat serum and 0.1% Triton X-100. For lipid staining, sections were incubated with Nile Red (0.5 μg ml^*−*1^; ThermoFisher N-1142) for 1 h at room temperature and washed with PBS. For anti-γ-H2A.v immunofluorescence, slides were washed in PBS and blocked for 30 min at room temperature in 5% normal goat serum and 0.5% Triton X-100. Slides were then briefly rinsed in PBS, incubated with anti-γ-H2A.v antibody (mouse 1:20; DSHB unc93-5.2.1) for 2 h at room temperature, washed with PBS+0.1% Tween-20 (PBST), incubated with anti-mouse Alexa Fluor-568-conjugated antibody (goat 1:1,000; ThermoFisher A-11031) for 1 h at room temperature and washed twice with PBST followed by one final wash with PBS. Anti-γ-H2A.v primary and secondary antibodies were both diluted in 5% normal goat serum and 0.1% Tween-20. All slides were mounted and stained with 4,6-diamidino-2-phenylindole (DAPI; ThermoFisher P36935).

Images of Piwi were acquired with a Zeiss LSM 510 meta-confocal laser-scanning microscope and γ-H2A.v and lipid staining with a Zeiss AxioImager.Z1 ApoTome microscope. Images of representative nuclei, proteins and lipids were selected and processed using ImageJ and Adobe Photoshop. γ-H2A.v intensity was measured and quantified using ImageJ according to the method published in ref. 28. Lipid droplet size was measured and quantified using ImageJ from sections of individual flies. For γ-H2A.v fluorescence intensity and lipid droplet size quantification, Student's two-tailed *t*-test was performed to determine significance.

### *gypsy-TRAP* transposition reporter

The *piwi* mutant fat body *gypsy-TRAP* reporter line was generated using the lines mentioned in ‘Fly Stocks and Husbandry.' Briefly, the fat body-specific *r4-GAL4* driver line was first recombined with a *UAS-GFP* line generating a new stable line that expresses green fluorescent protein (GFP) exclusively in the fat body. This line was then crossed with the *gypsy-TRAP* reporter line^24^, a line containing a *GAL80* driven by a tubulin promoter separated by an *ovo* binding site that attracts the *gypsy* TE that suppresses GFP expression until TE transposition activates reporter function. Once stable, this new line was then further crossed into a *piwi*^2^/*CyO* mutant background, thereby generating the final *piwi* mutant fat body *gypsy-TRAP* reporter line. Mixed sex heterozygous and homozygous flies from this line were then aged together for 10 days. Flies were then separated by *piwi* genotype and female flies of each *piwi* genotype further separated under a fluorescent dissecting scope into three groups according to the approximate number of GFP cells visibly fluorescing beneath the ventral abdominal wall. Groups were as follows: low (no visible GFP-positive cells), medium (<50% abdominal area showing GFP-positive cells) and high (>50% abdominal area showing GFP-positive cells). Fisher's exact test was performed to determine significance between the combined medium+high groups and the low group.

As was demonstrated for adult mushroom body neurons^24^, we found that the GFP-positive cells in the fat body were dependent upon endogenous gypsy insertion as mutant *ovo* binding sites in the wild-type *gypsy-TRAP*/*r4-GAL4::UAS-GFP* reporter line resulted in no GFP-positive cells as expected^9^. All representative images were taken from heterozygous *piwi* mutant fat body *gypsy-TRAP* flies.

### Metabolic assays

Assays were performed as in ref. 39 with the following modifications. Biological replicates for each genotype assayed were generated using five whole adult flies. All data were normalized to total protein concentration and calculated as a percent relative to the control genotype. For each assay, Student's two-tailed *t*-test was performed to determine significance.

### TAG assay

Flies were homogenized in 200 μl of cold PBST buffer. The homogenate was heat-treated at 70 °C for 5 min to inactivate endogenous enzymes. Protein concentration was measured using a Bradford assay (Bio-Rad 5000006). Samples were diluted with PBST and 15 μl of heat-treated homogenate or glycogen standard (Standbio 2103-030) were incubated with 200 μl of Trigylceride Reagent (Thermo Scientific TR22421) for 5 min at 37 °C. Absorbance was measured at 540 nm and TAG content of samples was calculated based on a standard curve of TAG that was run in parallel with experimental samples.

### Glycogen assay

Flies were homogenized in 200 μl of cold PBS. The homogenate was heat-treated at 70 °C for 5 min to inactivate endogenous enzymes. Samples were centrifuged for 3 min at 16,100 × *g* and the supernatant collected. Protein concentration was measured using a Bradford assay (Bio-Rad 5000006). Samples were diluted with PBS and 90 μl of heat-treated homogenate were incubated with either 20 μl of amyloglucosidase (Sigma-Aldrich A7420) or 20 μl of PBS. To create a glycogen standard curve, 50 μl of glycogen standards (Ambion AM9510) were treated with either 50 μl of amyloglucosidase or 50 μl of PBS. All samples were incubated at 37 °C for 1 h. Then, 30 μl of each sample was added to a 96-well plate. Next, 100 μl of Infinity Glucose Hexokinase reagent (Thermo TR15421) was added to all samples and incubated at room temperature for 15 min. The absorbance of samples was then measured at 340 nm and normalized by subtracting the absorbance of the free glucose of untreated samples from the absorbance of the total amount of glucose present in samples treated with amyloglucosidase. Glycogen content was then calculated based on the normalized glycogen standard curve.

### Trehalose assay

Flies were homogenized in 200 μl of cold trehalose buffer (5 mM Tris-HCl, pH 6.6, 137 mM NaCl and 2.7 mM KCl). The homogenate was heat-treated at 70 °C for 5 min to inactivate endogenous enzymes. Samples were centrifuged for 3 min at 16,100 × *g* and the supernatant collected. Protein concentration was measured using a Bradford assay (Bio-Rad 5000006). Samples were diluted with trehalose buffer and 90 μl of heat-treated homogenate were incubated with either 20 μl of trehalase (Sigma-Aldrich T8778) or 20 μl of trehalose buffer. To create a trehalose (Sigma-Aldrich T9531) standard curve, 50 μl of standard were incubated with either 30 μl of trehalase or 30 μl of trehalose buffer. A free glucose (Fisher Scientific 50-99-7) standard curve was also generated. All samples were incubated at 37 °C overnight. Then, 30 μl of each sample was added to a 96-well plate. To all samples, 100 μl of Infinity Glucose Hexokinase reagent (Thermo TR15421) was added and incubated at room temperature for 15 min. The absorbance of samples was then measured at 340 nm and normalized by subtracting the absorbance of free glucose present in untreated samples from the total amount of glucose present in samples treated with trehalase. Trehalose and free glucose content were calculated based on standard curves of trehalose and glucose respectively.

### Glucose assay

Flies were homogenized in 200 μl of cold PBS. The homogenate was heat-treated at 70 °C for 5 min to inactivate endogenous enzymes. Samples were centrifuged for 3 min at 16,100 × *g* and the supernatant collected. Protein concentration was measured using a Bradford assay (Bio-Rad 5000006). Samples were diluted with PBS and 30 μl of supernatant was then added to a 96-well plate. To all samples, 100 μl of Infinity Glucose Hexokinase reagent (Fisher Scientific TR15421) was added and incubated at room temperature for 15 min. The absorbance of samples was then measured at 340 nm and glucose content was calculated based on a standard curve of glucose (Fisher Scientific 50-99-7).

### Starvation assay

Before permanent starvation, flies were synchronized in their feeding by fasting on 2% agar for 4 h followed by a final period of feeding for 2 h. Flies were then sorted under CO_2_ anaesthesia into separate sex vials containing 2% agar at a density of 10 males or 10 females per vial, with a total of 5 vials (*n*≈50) for each genotype. Dead flies were scored and counted every 6 h. Starvation analyses were performed and log rank statistics calculated using the online application OASIS^40^. Starvation assays were repeated at least twice.

### Immune challenge assay

A bacterial culture of *Erwinia carotovora* (Gram-negative insect/plant pathogen), a gift from Neal Silverman, was grown overnight in Luria broth, shaking at 220 r.p.m. on a platform shaker at 37 °C. The culture was allowed to reach OD_600nm_≈2.0 before removing 1 ml for centrifugation at 2,000 × *g* for 2 min. The supernatant was removed and the bacterial pellet gently washed with 1 ml of 10 mM MgSO_4_ to remove traces of culture media. The wash was removed and the pellet resuspended in 10 μl of fresh 10 mM MgSO_4_. A 0.15 mm needle was then dipped into 80% EtOH and flame sterilized. Flies were sorted under CO_2_ anaesthesia and inoculated by dipping the needle into either the bacterial suspension or EtOH for mock infection controls, and inserting the needle midway into one side of the thorax. Flies were then sorted into separate sex vials at a density of 10 males or 10 females per vial, with a total of 5 vials (*n*≈50) for each condition/genotype, and passed to fresh food at least every other day. Dead flies were scored and counted every 24 h. Immune challenge analyses were performed and log rank statistics calculated using the online application OASIS^40^. Immune challenge assays were repeated at least twice.

### Lifespan assay

Flies used in lifespan experiments were collected upon eclosion over a 48 h period and were sorted under CO_2_ anaesthesia and placed in food vials at a density of 25 males and 25 females per vial, with a total of 10 vials (*n*≈250) for each genotype. Lifespan food consists of 50 g l^*−*1^ autolysed yeast, 50 g l^*−*1^ sucrose and 20 g l^*−*1^ agar (all w/v). For the *flamenco* 3TC lifespans, *flamenco* homozygous mutant flies were collected and aged on either food containing 150 g l^*−*1^ autolysed yeast, 150 g l^*−*1^ sucrose and 20 g l^*−*1^ agar, (all w/v) or identical food with 10 mM lamivudine (3TC). Flies were passed to fresh food every other day, and dead flies scored and counted. Lifespan analyses were performed and Wilcoxon rank sum test statistics calculated using the online application OASIS^40^. Lifespan assays were repeated twice.

### Data availability

The data sets generated and analysed in this study have been deposited and are available in the GEO database, under the series accession number GSE89260. Additional relevant data sets and computer code are available either in this published article (and its Supplementary Information Files) or are available from the corresponding author on reasonable request.

## Additional information

**How to cite this article:** Jones, B. C. *et al*. A somatic piRNA pathway in the **Drosophila** fat body ensures metabolic homeostasis and normal lifespan. *Nat. Commun.* **7,** 13856 doi: 10.1038/ncomms13856 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Tables.

Supplementary Data 1 FDR values for all pairwise comparisons between somatic body segments and tissues for all genes reported in Fig. 1 and Supplementary Fig 1.

Supplementary Data 2 Fat body genic piRNAs.

Supplementary Data 3 Raw data of fat body lipid droplet quantification for piwi mutants and heterozygous controls.

Peer Review File

## Figures and Tables

**Figure 1:**
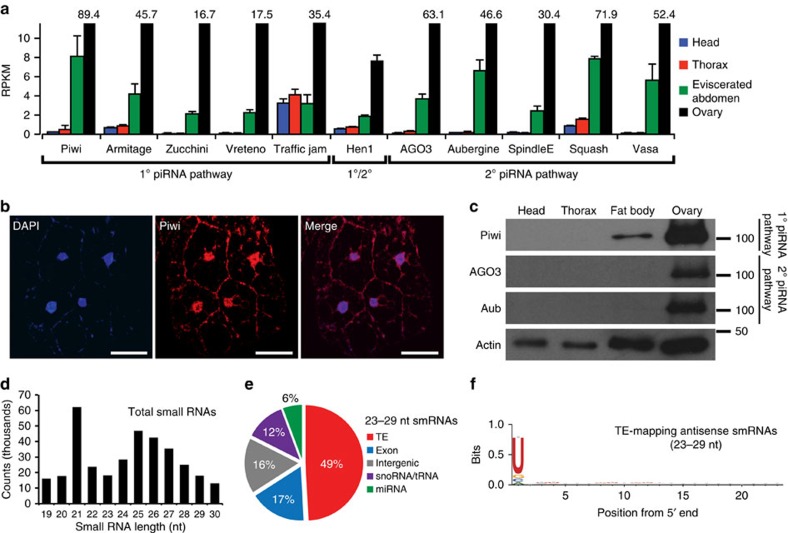
Canonical signatures of a piRNA pathway in the adult fly fat body. (**a**) Expression of primary and secondary piRNA pathway genes generated from total RNA-seq libraries of head, thorax, eviscerated abdomen and ovary. piRNA pathway genes are more highly expressed in the eviscerated abdomen than in the head or thorax. Data values for ovary libraries that exceed the range of the plot are shown above each relevant bar. RPKM, reads per kilobase per million. Error bars represent s.e.m.; *n*=3 replicate libraries. In comparing the eviscerated abdomen with head and thorax controls, 10 of 11 genes (excluding *tj*) are statistically significant (*P*<0.0001). See Supplementary Dataset 1 for statistics. (**b**) Piwi protein localizes to the nuclei of abdominal fat body cells. DAPI labels fat body nuclei. Staining in the membrane is autofluorescence typical of fat body cells. Scale bars represent 20 μm. (**c**) Piwi protein is present in the fat body. All piRNA argonautes are present in the ovary samples. Actin serves as a loading control. (**d**) Fat body smRNA size profile from oxidized smRNA-seq libraries. Oxidation allows for enrichment of 2′-*O*-methylated smRNAs. Peak at 21 nt likely represents short interfering RNA (siRNA) population. Broader peak from 23 to 29 nt represents putative fat body piRNAs. Reads aligning to rRNA and miRNA were excluded from analysis. (**e**) Fat body piRNAs (23–29 nt) aligned to the fly genome map primarily to TEs. (**f**) Sequence composition of TE-mapping fat body piRNAs (23–29 nt) displays a first position nucleotide bias for uracil.

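In the TMM-scaled counts, 10 of the 11 genes of Fig. 1a passed the legend's threshold of 0.0001 against both head and thorax, all 10 with higher counts in eviscerated abdomen. The adjusted p of those 10 genes (edgeR quasi-likelihood, Benjamini-Hochberg) lay between 3.16e-10 for Squash and 3.12e-05 for Hen1 against head, and between 1.68e-09 for Squash and 2.25e-05 for piwi against thorax. Their log2 fold changes ran from 1.28 for Hen1 to 4.69 for Aubergine against head, and from 1.96 for Hen1 to 5.67 for Vasa against thorax. All 10 genes also passed 0.05 under each alternative run, but the number past 0.0001 depended on the libraries in the fit. It was 6 without head replicate 2, and 2 when each comparison was fitted on its own 2 tissues. traffic jam had 40.5 ± 20.5 CPM (SD, n = 3 libraries) in eviscerated abdomen, 49.6 ± 2.06 in head and 32.5 ± 3.83 in thorax. Its difference did not exceed the spread between the libraries in either comparison, at a log2 fold change of -0.29 against head (standard error 0.29, adjusted p = 0.375 from the edgeR test) and 0.32 against thorax (standard error 0.30, adjusted p = 0.348 from the edgeR test). Without abdomen replicate 1 traffic jam was called higher than in thorax, at 0.68, and its direction against head turned to 0.090, while without abdomen replicate 2 the value against thorax turned to -0.047. Each of the 11 genes but Hen1 had a higher CPM in ovary than in eviscerated abdomen by a log2 fold change of at least 0.85, and Hen1 differed by 0.07. The near equality of Hen1 depended on the scale. On the authors' RPKM scale, which Fig. 1a draws, Hen1 had 1.87 ± 0.311 in eviscerated abdomen and 7.67 ± 0.989 in ovary.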

**Figure 2:**
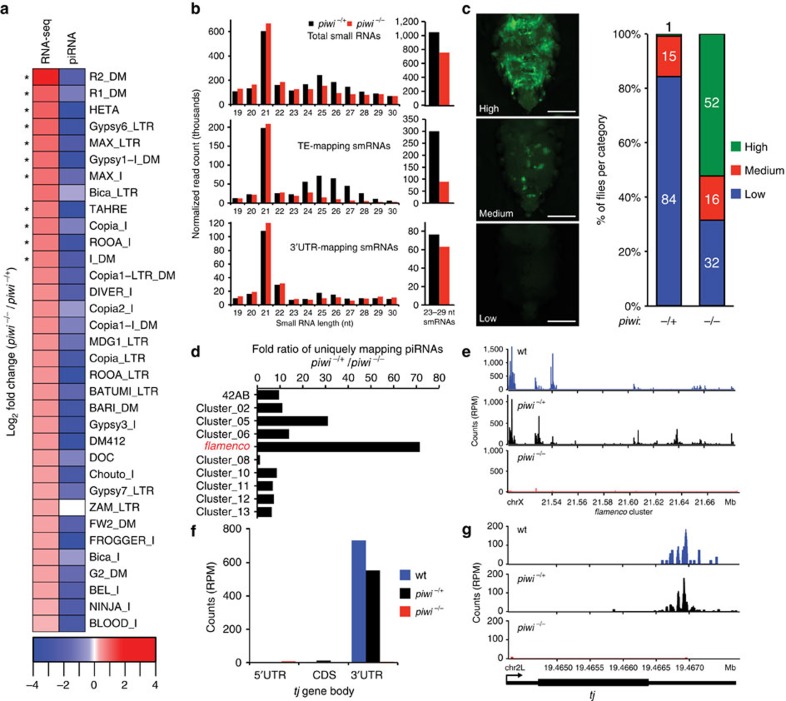
The piRNA pathway is active in the fat body. (**a**) Heat map of log_2_ fold change of TE transcript levels (total RNA-seq) >1.2 fold change and corresponding piRNAs (smRNA-seq) in *piwi* mutant (*piwi*^*−/−*^) compared with heterozygous control (*piwi*^*−/+*^) fat bodies; *n*=3 replicate libraries. *False discovery rate (FDR) <0.05. (**b**) Fat body smRNA size profile from oxidized smRNA-seq libraries of *piwi* mutant fat bodies (red) and heterozygous controls (black). Shown are total smRNAs (top), TE-mapping smRNAs (middle) and 3′UTR-mapping smRNAs (bottom). Panels at right show levels for 23–29 nt smRNAs for each genotype. (**c**) A fat body-specific transposition reporter line, *gypsy-TRAP/r4-GAL4::UAS-GFP*, in a *piwi* mutant background (see Methods). GFP-positive cells are cells in which a transposition event has activated reporter function. The 10-day-old *piwi* mutants show elevated levels of GFP-positive cells compared with heterozygous controls. Images are of representative flies exhibiting high, medium and low levels of GFP-positive cells (left panels). Scale bars represent 150 μm. Panel on right shows the distribution of flies for each group by genotype; numbers within each bar are corresponding percentages for each group. Fisher's exact test compared the combined ‘High'+‘Medium' groups and the ‘Low' group of each genotype. *piwi*^*−/+*^: *n*=140 flies; *piwi*^*−/−*^: *n*=142 flies; *P*<0.0001. (**d**) Fold ratio of uniquely mapping cluster piRNAs in *piwi* mutants compared with heterozygous controls. The *flamenco* cluster shows the greatest response to loss of *piwi*. (**e**) Unique piRNA reads (23–29 nt) map to the *flamenco* locus in wild-type (wt) and *piwi* heterozygotes and are lost in *piwi* mutants. (**f**,**g**) Unique piRNA reads (23–29 nt) map to the *tj* gene body in wt and *piwi* heterozygotes and are lost in *piwi* mutants. Thick lines in gene model (**g**) represent coding sequence, and thin lines represent 5′ and 3′UTRs. See Supplementary Dataset 2 for raw data.

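Transcripts of 45 repeats, 42 of them TEs of the LTR, LINE, DNA and RC classes, lay above the heat map's line of a 1.2-fold increase in mutant fat bodies, a log2 fold change of 0.263, and 54 lay below its mirror image. Of the 45, 11 passed the false discovery threshold of 0.05. The number above the line depended on the scaling more than on any single library: it was 91 with library size alone, which moved the median of all repeats to 0.19, and between 41 and 56 with each library left out in turn. Antisense piRNAs were lower in the mutant library for all 41 TEs above the line that had at least 10 counts, with a median log2 change of -2.25.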

**Figure 3:**
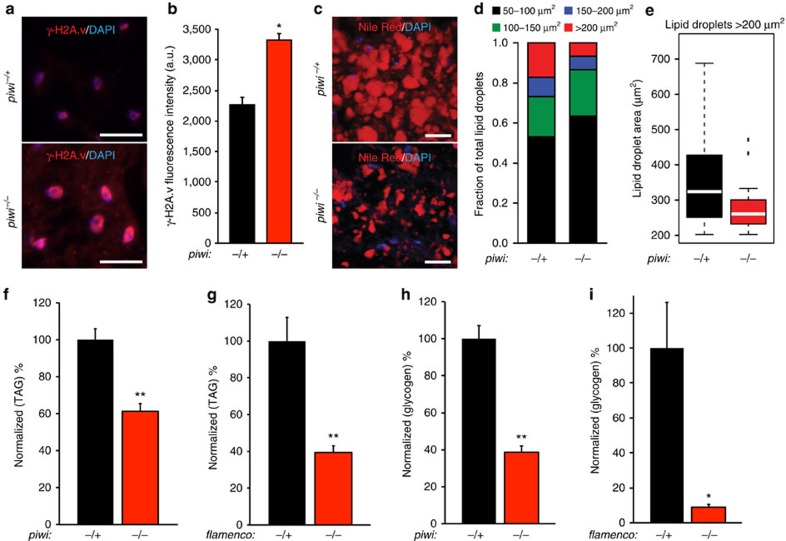
Loss of the piRNA pathway disrupts normal metabolic functions of the fat body. (**a**) Representative images of γ-H2A.v staining in *piwi* mutants and heterozygous controls. *piwi* mutants exhibit higher levels of γ-H2A.v staining compared with heterozygous controls. Scale bars represent 20 μm. (**b**) Quantification of γ-H2A.v staining in (**a**). *piwi*^*−/+*^ and *piwi*^*−/−*^: error bars are s.e.m. Student's two-tailed *t*-test compared with heterozygous control; *n*=104 nuclei per genotype. *P<0.0001. (**c**) Representative images of Nile red staining of fat body lipid droplets in *piwi* mutants and heterozygous controls. *piwi* mutants exhibit smaller lipid droplets relative to heterozygous controls. Scale bars represent 20 μm. (**d**) Quantification of lipid droplet staining in (**c**). *piwi*^*−/+*^: *n*=6 flies, *piwi*^*−/−*^: *n*=5 flies. See Supplementary Dataset 3 for raw data. (**e**) Box plot showing distribution of lipid droplets >200 μm^2^ from (**d**) comparing *piwi* mutants to heterozygous controls. (**f**–**i**) Measurements of whole-body adult fly TAGs (**f**,**g**) and glycogen (**h**,**i**) of *piwi* (**f**,**h**) or *flamenco* (**g**,**i**) mutants compared with heterozygous controls. Data were normalized to total protein concentration of each sample and represented as a percent of the heterozygous control. Error bars are s.e.m. For each assay, *n*=5 biological replicates per genotype. Student's two-tailed *t*-test compared with heterozygous control. *P<0.01; **P<0.001. All assays were performed using 10-day-old flies.

**Figure 4:**
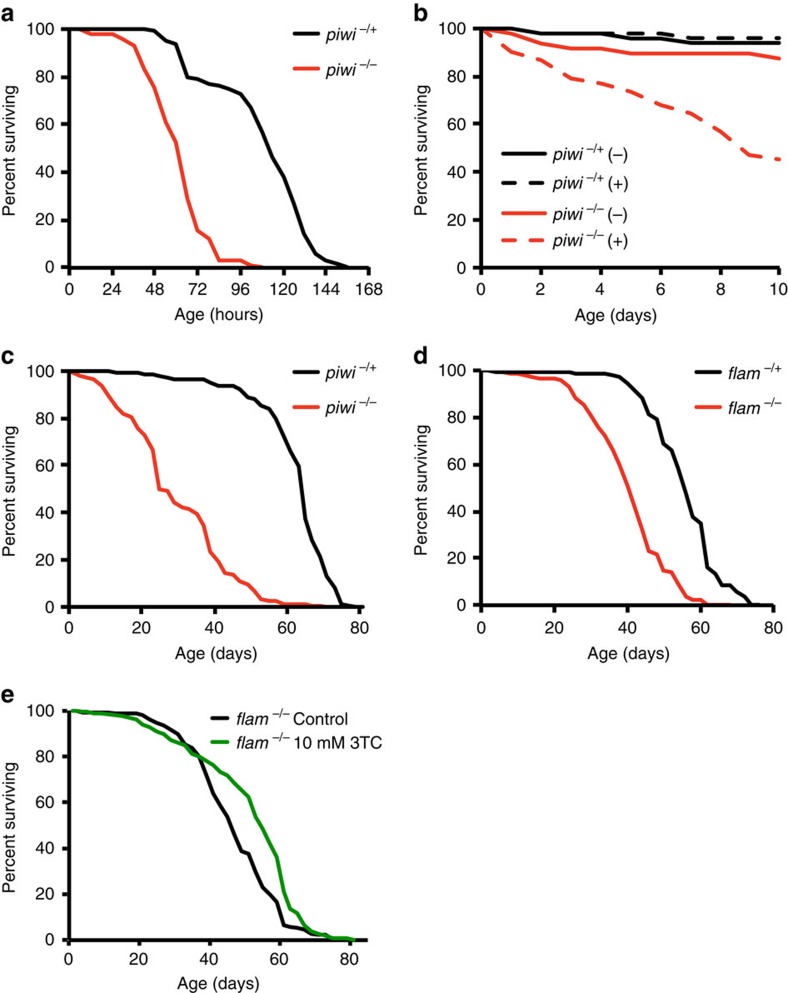
piRNA pathway mutants are stress sensitive and short-lived. (**a**) Survivorship curves for starvation of *piwi* mutants and heterozygous controls. *piwi* mutants are more sensitive to starvation than heterozygous controls. Log rank test compared with heterozygous controls; *n*≈50; *P*<0.0005. (**b**) Survivorship curves for immune challenge of *piwi* mutants and heterozygous controls. *piwi* mutants are more sensitive to infection than heterozygous controls. Flies were either infected with a mock EtOH control (−) or a culture of *E. carotovora* (+). Log rank test compared with heterozygous or mock EtOH control (−); *n*≈50; *P*<0.0005. (**c**) Survivorship curves of *piwi* mutants and heterozygous control. *piwi* mutants are shorter lived compared with heterozygous controls. Wilcoxon rank sum test compared with heterozygous control; *n*≈250; *P*<0.0005. (**d**) Survivorship curves of *flam* mutants and heterozygous control. *flam* mutants are shorter lived compared with heterozygous controls. Wilcoxon rank sum test compared with heterozygous control; *n*≈250; *P*<0.0005. (**e**) Survivorship curves of *flam* mutants fed 10 mM 3TC. *flam* mutant flies fed 3TC live longer than untreated controls. Wilcoxon rank sum test compared with control; *n*≈250; *P*<0.0005. See Supplementary Table 1 for assay parameters and statistics. All assays were repeated twice with similar results.

## References

[b1] CordauxR. & BatzerM. A. The impact of retrotransposons on human genome evolution. Nat. Rev. Genet. 10, 691–703 (2009).1976315210.1038/nrg2640PMC2884099

[b2] LevinH. L. & MoranJ. V. Dynamic interactions between transposable elements and their hosts. Nat. Rev. Genet. 12, 615–627 (2011).2185004210.1038/nrg3030PMC3192332

[b3] ShabalinaS. & KooninE. Origins and evolution of eukaryotic RNA interference. Trends Ecol. Evol. 23, 578–587 (2008).1871567310.1016/j.tree.2008.06.005PMC2695246

[b4] GhildiyalM. & ZamoreP. D. Small silencing RNAs: an expanding universe. Nat. Rev. Genet. 10, 94–108 (2009).1914819110.1038/nrg2504PMC2724769

[b5] SiomiM. C., SatoK., PezicD. & AravinA. A. PIWI-interacting small RNAs: the vanguard of genome defence. Nat. Rev. Mol. Cell Biol. 12, 246–258 (2011).2142776610.1038/nrm3089

[b6] KaminkerJ. S. . The transposable elements of the *Drosophila* *melanogaster* euchromatin: a genomics perspective. Genome Biol. 3, research0084.1–0084.20 (2002).1253757310.1186/gb-2002-3-12-research0084PMC151186

[b7] SlotkinR. K. & MartienssenR. Transposable elements and the epigenetic regulation of the genome. Nat. Rev. Genet. 8, 272–285 (2007).1736397610.1038/nrg2072

[b8] WallaceN. a., BelancioV. P. & DeiningerP. L. L1 mobile element expression causes multiple types of toxicity. Gene 419, 75–81 (2008).1855562010.1016/j.gene.2008.04.013PMC3760205

[b9] WoodJ. G. . Chromatin-modifying genetic interventions suppress age-associated transposable element activation and extend life span in *Drosophila*. Proc. Natl Acad. Sci. USA 113, 11277–11282 (2016).2762145810.1073/pnas.1604621113PMC5056045

[b10] BrenneckeJ. . Discrete small RNA-generating loci as master regulators of transposon activity in *Drosophila*. Cell 128, 1089–1103 (2007).1734678610.1016/j.cell.2007.01.043

[b11] MaloneC. D. . Specialized piRNA pathways act in germline and somatic tissues of the *Drosophila* ovary. Cell 137, 522–535 (2009).1939501010.1016/j.cell.2009.03.040PMC2882632

[b12] RossR. J., WeinerM. M. & LinH. PIWI proteins and PIWI-interacting RNAs in the soma. Nature 505, 353–359 (2014).2442963410.1038/nature12987PMC4265809

[b13] ReddienP. W., OviedoN. J., JenningsJ. R., JenkinJ. C. & Sanchez AlvaradoA. SMEDWI-2 is a PIWI-like protein that regulates planarian stem cells. Science 310, 1327–1330 (2005).1631133610.1126/science.1116110

[b14] LiuX. . Expression of hiwi gene in human gastric cancer was associated with proliferation of cancer cells. Int. J. Cancer 118, 1922–1929 (2006).1628707810.1002/ijc.21575

[b15] LeeJ. H. . Stem-cell protein Piwil2 is widely expressed in tumors and inhibits apoptosis through activation of Stat3/Bcl-XL pathway. Hum. Mol. Genet. 15, 201–211 (2006).1637766010.1093/hmg/ddi430

[b16] GrocholaL. F. . The stem cell-associated Hiwi gene in human adenocarcinoma of the pancreas: expression and risk of tumour-related death. Br. J. Cancer 99, 1083–1088 (2008).1878117010.1038/sj.bjc.6604653PMC2567072

[b17] SumiyoshiT. . Loss of l(3)mbt leads to acquisition of the ping-pong cycle in *Drosophila* ovarian somatic cells. Genes Dev. 30, 1617–1622 (2016).2747444010.1101/gad.283929.116PMC4973291

[b18] FagegaltierD. . Oncogenic transformation of *Drosophila* somatic cells induces a functional piRNA pathway. Genes Dev. 30, 1623–1635 (2016).2747444110.1101/gad.284927.116PMC4973292

[b19] JanicA., MendizabalL., LlamazaresS., RossellD. & GonzalezC. Ectopic expression of germline genes drives malignant brain tumor growth in *Drosophila*. Science 330, 1824–1827 (2010).2120566910.1126/science.1195481

[b20] PerratP. N. . Transposition-driven genomic heterogeneity in the *Drosophila* brain. Science 340, 91–95 (2013).2355925310.1126/science.1231965PMC3887341

[b21] SaitoK. . Pimet, the *Drosophila* homolog of HEN1, mediates 2′-O-methylation of Piwi- interacting RNAs at their 3′ ends. Genes Dev. 21, 1603–1608 (2007).1760663810.1101/gad.1563607PMC1899469

[b22] HorwichM. D. . The *Drosophila* RNA methyltransferase, DmHen1, modifies germline piRNAs and single-stranded siRNAs in RISC. Curr. Biol. 17, 1265–1272 (2007).1760462910.1016/j.cub.2007.06.030

[b23] LiC. . Collapse of germline piRNAs in the absence of Argonaute3 reveals somatic piRNAs in flies. Cell 137, 509–521 (2009).1939500910.1016/j.cell.2009.04.027PMC2768572

[b24] LiW. . Activation of transposable elements during aging and neuronal decline in *Drosophila*. Nat. Neurosci. 16, 529–531 (2013).2356357910.1038/nn.3368PMC3821974

[b25] SarotE., BuchetonA. & PeA. Evidence for a piwi-dependent RNA silencing of the gypsy endogenous retrovirus by the *Drosophila* melanogaster flamenco gene. Genetics 1321, 1313–1321 (2004).10.1534/genetics.166.3.1313PMC147077415082550

[b26] RobineN. . A broadly conserved pathway generates 3′UTR-directed primary piRNAs. Curr. Biol. 19, 2066–2076 (2009).2002224810.1016/j.cub.2009.11.064PMC2812478

[b27] SaitoK. . A regulatory circuit for piwi by the large Maf gene traffic jam in *Drosophila*. Nature 461, 1296–1299 (2009).1981254710.1038/nature08501

[b28] ChenH., ZhengX., XiaoD. & ZhengY. Age-associated de-repression of retrotransposons in the *Drosophila* fat body, its potential cause and consequence. Aging Cell 15, 542–552 (2016).2707204610.1111/acel.12465PMC4854910

[b29] ArreseE. L. & SoulagesJ. L. Insect fat body: energy, metabolism, and regulation. Annu. Rev. Entomol. 55, 207–225 (2010).1972577210.1146/annurev-ento-112408-085356PMC3075550

[b30] PartridgeL., AlicN., BjedovI. & PiperM. D. W. Ageing in *Drosophila*: the role of the insulin/Igf and TOR signalling network. Exp. Gerontol. 46, 376–381 (2011).2084994710.1016/j.exger.2010.09.003PMC3087113

[b31] HansenM., FlattT. & AguilaniuH. Perspective reproduction, fat metabolism, and life span: what is the connection? Cell Metab. 17, 10–19 (2012).10.1016/j.cmet.2012.12.003PMC356777623312280

[b32] TouretF., GuiguenF., GreenlandT. & TerzianC. In between: Gypsy in *Drosophila* melanogaster reveals new insights into endogenous retrovirus evolution. Viruses 6, 4914–4925 (2014).2550232510.3390/v6124914PMC4276936

[b33] JulianoC. E. . PIWI proteins and PIWI-interacting RNAs function in Hydra somatic stem cells. Proc. Natl Acad. Sci. USA 111, 337–342 (2014).2436709510.1073/pnas.1320965111PMC3890812

[b34] WickersheimM. L. & BlumenstielJ. P. Terminator oligo blocking efficiently eliminates rRNA from *Drosophila* small RNA sequencing libraries. Biotechniques 55, 269–272 (2013).2421564310.2144/000114102PMC4077022

[b35] CrooksG. E., HonG., ChandoniaJ.-M. & BrennerS. E. WebLogo: a sequence logo generator. Genome Res. 14, 1188–1190 (2004).1517312010.1101/gr.849004PMC419797

[b36] CriscioneS. W., ZhangY., ThompsonW., SedivyJ. M. & NerettiN. Transcriptional landscape of repetitive elements in normal and cancer human cells. BMC Genomics 15, 583 (2014).2501224710.1186/1471-2164-15-583PMC4122776

[b37] LyneR. . FlyMine: an integrated database for *Drosophila* and Anopheles genomics. Genome Biol. 8, R129 (2007).1761505710.1186/gb-2007-8-7-r129PMC2323218

[b38] PhanstielD. H., BoyleA. P., ArayaC. L. & SnyderM. P. Sushi.R: Flexible, quantitative, and integrative genomic visualizations for publication-quality multi-panel figures. Bioinformatics 19, 2808–2810 (2014).10.1093/bioinformatics/btu379PMC417301724903420

[b39] TennessenJ. M., BarryW. E., CoxJ. & ThummelC. S. Methods for studying metabolism in *Drosophila*. Methods 68, 105–115 (2014).2463189110.1016/j.ymeth.2014.02.034PMC4048761

[b40] YangJ. . OASIS: online application for the survival analysis of lifespan assays performed in aging research. PLoS ONE 6, e23525 (2011).2185815510.1371/journal.pone.0023525PMC3156233

# Supplementary material for: A somatic piRNA pathway in the Drosophila fat body ensures metabolic homeostasis and normal lifespan
**Source:** Nat Commun. 2016 Dec 21;7:13856. doi: 10.1038/ncomms13856
**Supplement:** Supplementary Information — Supplementary Figures and Supplementary Tables.

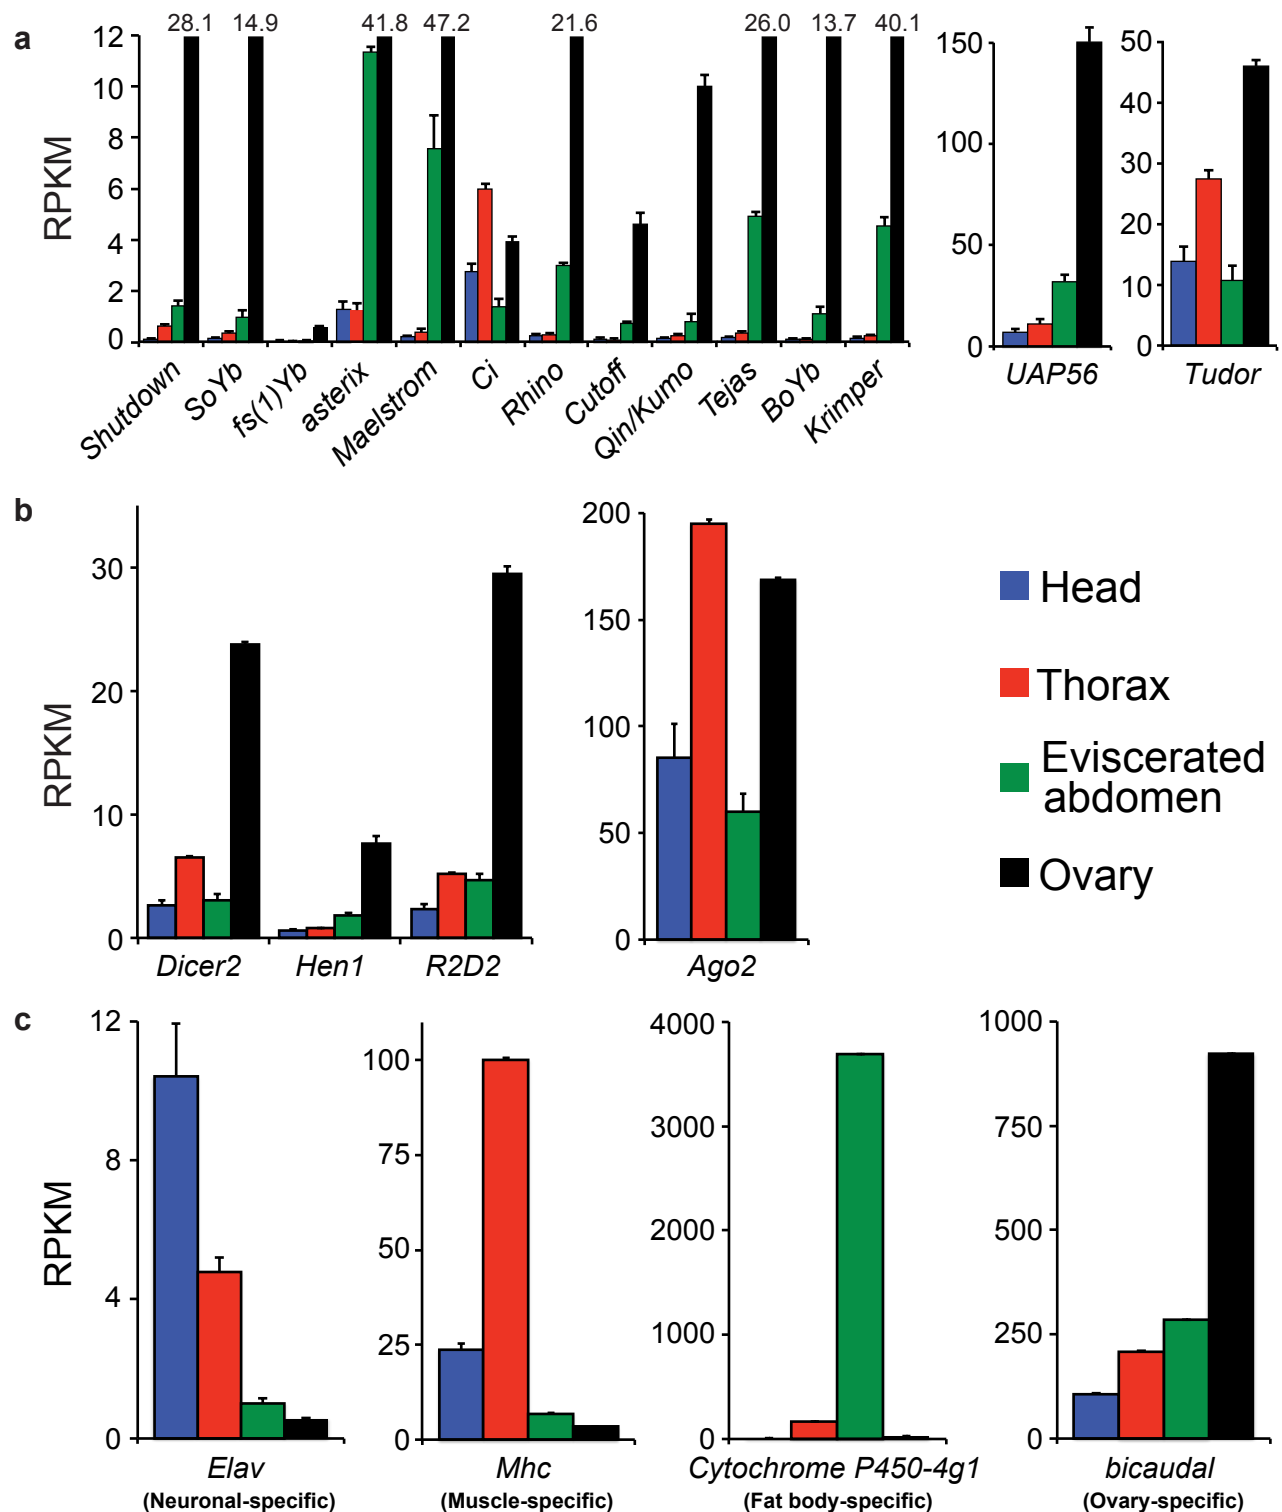

**Supplementary Figure 1: Gene expression profiles of somatic and reproductive tissues.**

(a) Expression of additional piRNA pathway genes generated from total RNA-seq libraries of head, thorax, eviscerated abdomen, and ovary. Data values for ovary libraries that exceed the range of the plot are shown above each relevant bar.

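Among the siRNA pathway genes, counts of R2D2 were higher in eviscerated abdomen than in head, with 29.7 ± 3.35 CPM (SD, n = 3 libraries) against 17.97 ± 1.11, and those of Ago2 were lower in the abdomen than in head and thorax. The log2 fold change of R2D2 was 0.73 against head (standard error 0.14, adjusted p = 4.96e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against thorax, with 20.99 ± 3.73 CPM, it was 0.51 (standard error 0.15, adjusted p = 0.00695 from the edgeR test), but on the authors' RPKM scale that direction turned to -0.15 and -0.12 with 0.1 and 1 added before the log2. Ago2 had 896 ± 181 CPM in eviscerated abdomen, 1522 ± 171 in head and 1855 ± 252 in thorax. It was lower in the abdomen by a log2 fold change of -0.76 against head (standard error 0.18, adjusted p = 0.00190 from the edgeR test) and of -1.05 against thorax (standard error 0.18, adjusted p = 1.81e-04 from the edgeR test), and the call against head was lost in the limma fits of the RPKM values. Dicer2 did not differ from head beyond the spread between libraries, at 61.3 ± 16.3 CPM in the abdomen and 65.5 ± 2.99 in head (log2 fold change -0.10, standard error 0.18, adjusted p = 0.642 from the edgeR test). Its sign was not fixed by the data: it turned to 0.13 with library size alone and to 0.14 without abdomen replicate 1. Dicer2 was lower than in thorax by -0.47 (adjusted p = 0.0323 from the edgeR test), a call that was lost under 7 of the settings run, including each setting that left out a thorax library or abdomen replicate 1, with values from -0.58 to -0.25 over the libraries left out.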

(b) Expression of siRNA pathway genes.

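Elav, a control gene for the nervous system, had 476 ± 55.3 CPM in head, 114 ± 12.7 in thorax, 37.96 ± 7.55 in eviscerated abdomen and 5.42 ± 0.397 in ovary (SD, n = 3 libraries each). Mhc, a control for muscle, was highest in thorax among the 4 tissues, with 1955 ± 409 CPM beside 905 ± 113 in head and 215 ± 17.4 in eviscerated abdomen. Cyp4g1 had 30377 ± 5748 CPM in eviscerated abdomen, 836 ± 527 in thorax and 32.5 ± 2.89 in head. It was higher in the abdomen by a log2 fold change of 9.87 against head (standard error 0.59, adjusted p = 7.10e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 5.18 against thorax (standard error 0.48, adjusted p = 5.99e-07 from the edgeR test). The ovary control bic had 1601 ± 137 CPM in eviscerated abdomen, 1320.0 ± 60.7 in ovary and 721 ± 46.8 in head. Its difference between ovary and abdomen was not past the threshold in the counts (log2 fold change -0.28, standard error 0.14, adjusted p = 0.0982 from the edgeR test), and the order was the opposite on the authors' RPKM scale, with 284 ± 9.93 in the abdomen and 922 ± 52.8 in ovary. bic was higher in the abdomen than in head by 1.15 (standard error 0.14, adjusted p = 9.02e-06 from the edgeR test) and than in thorax by 1.12 (standard error 0.14, adjusted p = 1.20e-05 from the edgeR test), and the call against thorax was lost in the limma fits of the RPKM values.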

(c) Expression of tissue-specific control genes.

RPKM: Reads Per Kilobase per Million. Error bars represent S.E.M.  $n=3$  replicate libraries. 

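Of the additional piRNA pathway genes, arx, Maelstrom, Rhino, Tejas, Krimper and UAP56 had higher counts in eviscerated abdomen than in both head and thorax at an adjusted p under 0.0001 (edgeR quasi-likelihood, Benjamini-Hochberg), a tally of 6. Shutdown, SoYb, Cutoff, Qin/Kumo and BoYb were higher in both comparisons at 0.05, which made 11 genes at that threshold, chosen after the values were seen. The weakest of these 11 was Cutoff against head, with a log2 fold change of 2.12 (standard error 0.68, adjusted p = 0.0128 from the edgeR test), and it passed 0.05 under each alternative run except the fit of only those 2 tissues. Among the planned settings the tally at 0.0001 moved most, to 9, with DESeq2, with edgeR's likelihood ratio test and without abdomen replicate 1, and fell to 4 in the fits of only the 2 tissues compared. Ci had 28.2 ± 9.96 CPM (SD, n = 3 libraries) in eviscerated abdomen, 69.1 ± 3.50 in head and 77.6 ± 8.29 in thorax, and was lower in the abdomen in both comparisons. Its log2 fold change was -1.30 against head (standard error 0.22, adjusted p = 1.51e-04 from the edgeR test) and -1.46 against thorax (standard error 0.22, adjusted p = 5.99e-05 from the edgeR test). Tudor was also lower, by a log2 fold change of -0.65 against head (adjusted p = 0.0219 from the edgeR test) and -0.71 against thorax (adjusted p = 0.0152 from the edgeR test). Tudor's call against head was lost under 11 of the settings run, among them leaving out head replicate 2, head replicate 3, thorax replicate 1, thorax replicate 2 or any ovary library, and over all libraries left out in turn the value was between -0.79 and -0.35. The call against thorax was lost under 3, with thorax replicate 2 left out among them, within a range of -0.86 to -0.42. fs(1)Yb stood at 0.680 ± 0.452 CPM in eviscerated abdomen, 1.26 ± 0.860 in head and 0.378 ± 0.431 in thorax, and no difference was detected at this depth.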

Of the 14 genes presented, 11 are statistically significantly increased in eviscerated abdomen compared to the head and thorax, one is significantly lower in eviscerated abdomen vs. thorax (*Ci*), and two are not significantly different (*fs(1)Yb* and *Tudor*);  $P<0.0001$ . See Supplementary Dataset 1 for relevant statistics.

**a** Head Thorax Fat body Ovary

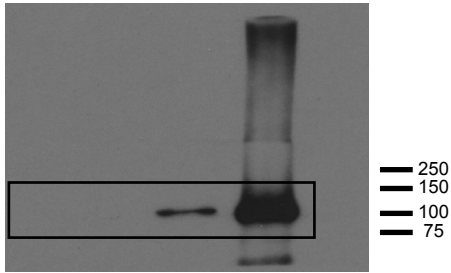

**b** Head Thorax Fat body Ovary

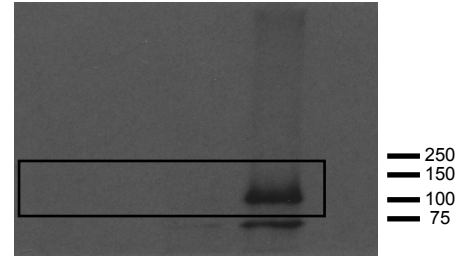

**c** Head Thorax Fat body Ovary

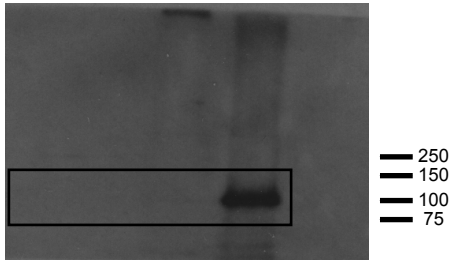

**d** Head Thorax Fat body Ovary

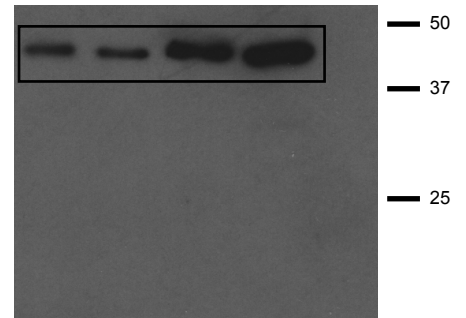

**Supplementary Figure 2: Original immunoblots used in Figure 1.**

Immunoblots staining for anti-Piwi (**a**), anti-AGO3 (**b**), anti-Aub (**c**), and anti-Actin (**d**). Black blocks indicate the bands selected for the main figure.

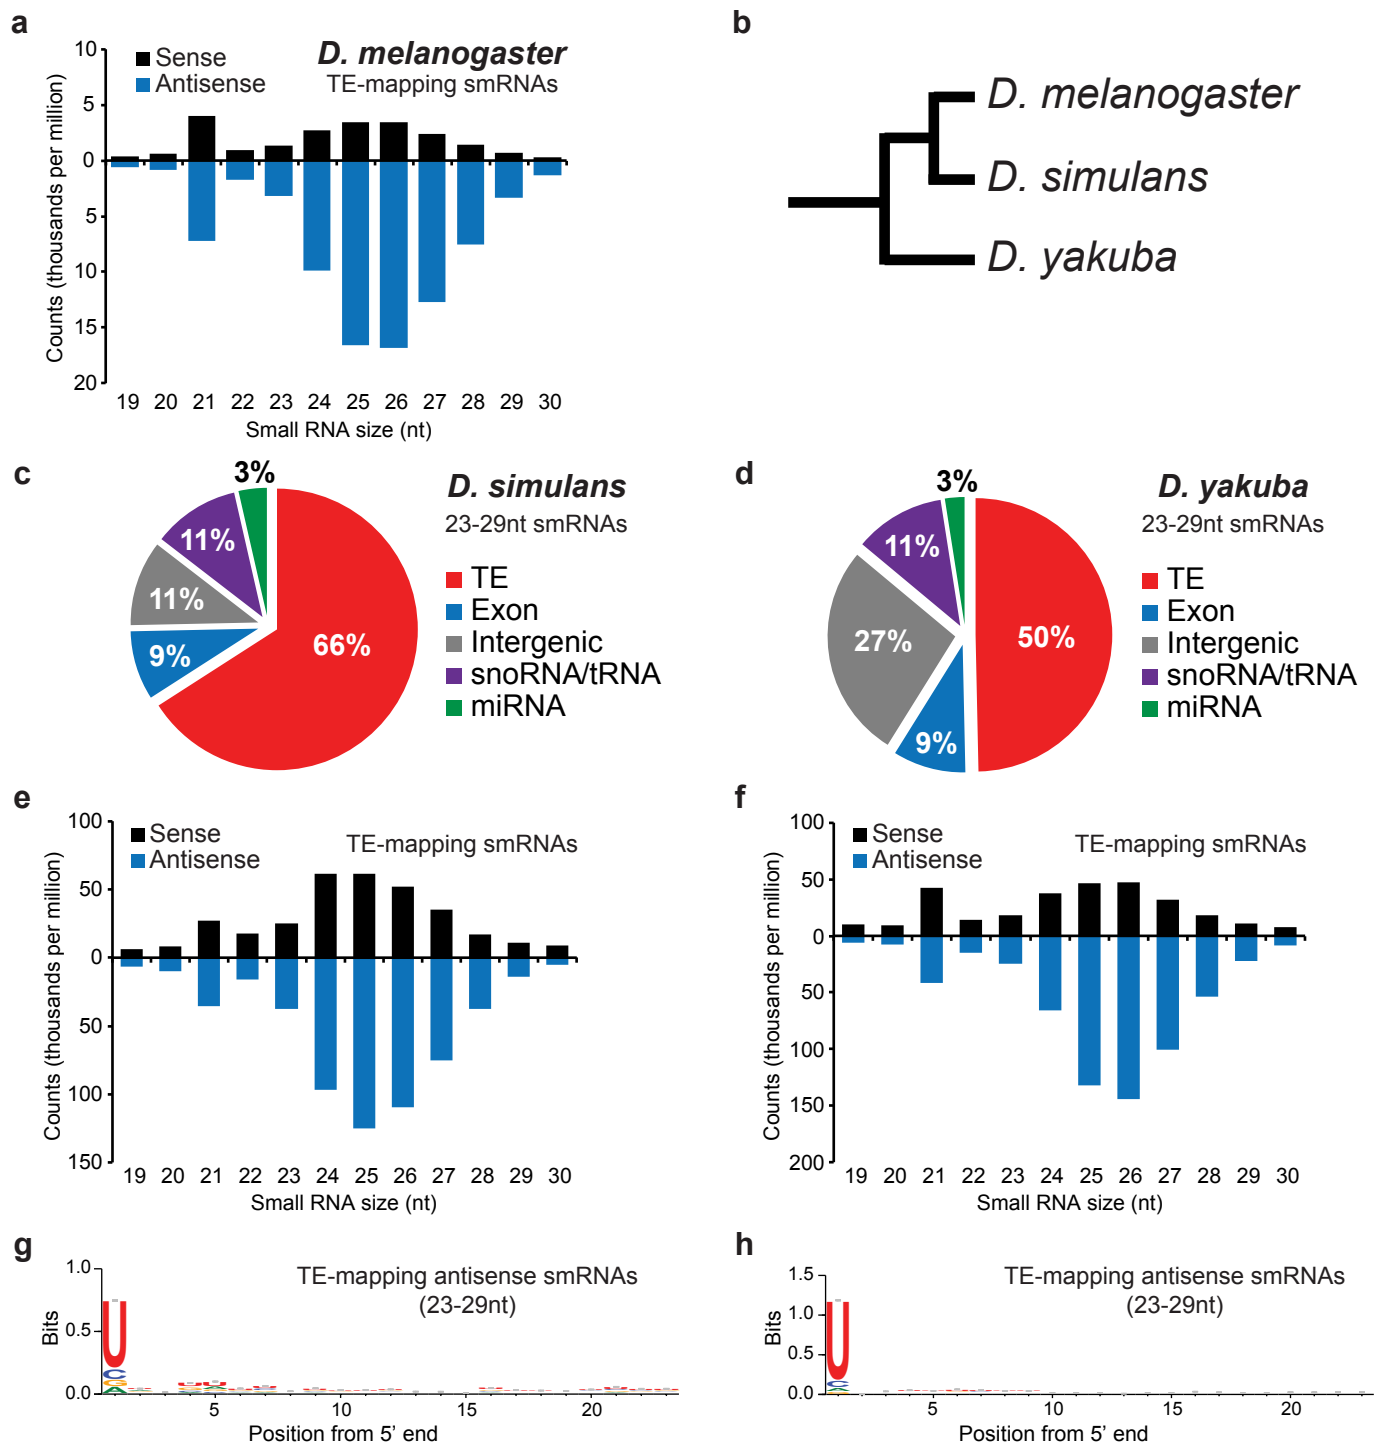

**Supplementary Figure 3: Fat body piRNA pathway signatures are conserved across drosophilid species.**

(a, e, f,) Fat body smRNA size profile of TE-mapping reads from oxidized smRNA-seq libraries (see Fig. 1d) of *D. melanogaster* (a), *D. simulans* (e), and *D. yakuba* (f). Reads are divided by mapping either sense (black) or antisense (blue) to TEs. Peak at 21nt likely represents siRNA population. Broader peak from 23-29nt represents putative fat body piRNAs.

(b) Schematic cladogram depicting the evolutionary relationships between three drosophilid species.

(c, d) Putative fat body piRNAs (23-29nt) aligned to the *D. simulans* (c) and *D. yakuba* (d) genomes map primarily to TEs.

(g, h) Sequence composition of TE-mapping putative fat body piRNAs (23-29nt) from *D. simulans* (g) and *D. yakuba* (h) displays a first position nucleotide bias for uracil.

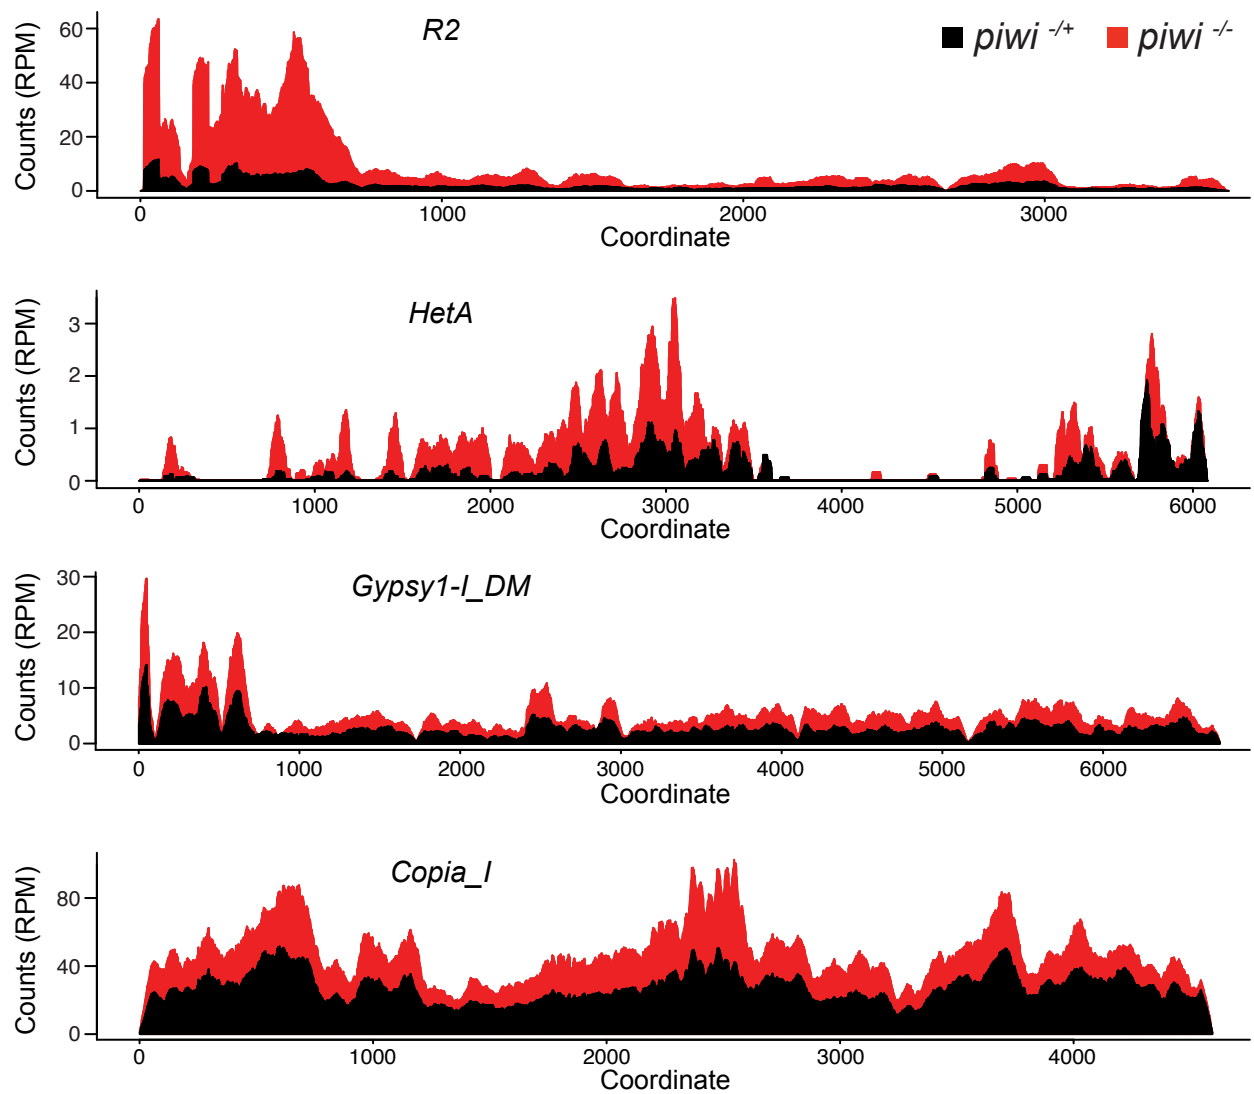

**Supplementary Figure 4: Expression profiles of representative upregulated TEs in *piwi* mutant and control fat bodies.**

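Among 4 TEs of the Supplementary Fig. 4 panels, R2_DM had 3580.1 ± 711 CPM of repeat counts (SD, n = 3 libraries) in heterozygous and 14993 ± 2894 in mutant fat bodies. Its log2 fold change was 2.07 (standard error 0.23, adjusted p = 0.00126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.91 and 2.18 with each library left out in turn. R2_DM inserts into ribosomal RNA genes, and its ratio to the large ribosomal RNA also rose, by 1.21 on the log2 scale, with no overlap between the genotypes. Ribosomal RNA was depleted from these libraries, so the ratio rests on what the depletion left. It does not exclude more reads from ribosomal RNA genes in the mutant. R2_DM had only 11 antisense piRNA counts in the heterozygous and 5 in the mutant library, a raw log2 change with a 95% interval from -3.01 to 0.50 (exact binomial, counting error only), so a fall was not detected at this depth. HETA rose from 3104 ± 401 to 6799 ± 2548 CPM, a log2 fold change of 1.13 (standard error 0.27, adjusted p = 0.0358 from the edgeR test). That call was lost without heterozygous replicate 2 or 3 and without mutant replicate 2 or 3, with values of 1.09, 1.05, 0.74 and 1.19 respectively. Gypsy1-I_DM rose from 7911 ± 1484 to 15049 ± 3430 CPM, by 0.93 (standard error 0.23, adjusted p = 0.0369 from the edgeR test), and the call was lost when any 1 of the 6 libraries was left out, with values from 0.72 to 1.05. Copia_I rose from 48003 ± 14123 to 81823 ± 9148 CPM, by 0.77 (standard error 0.25, adjusted p = 0.101 from the edgeR test). The libraries of the 2 genotypes did not overlap for Copia_I, and it passed 0.05 under 8 of the alternatives run, among them DESeq2, upper quartile factors and the fit without heterozygous replicate 1, where it was 1.03. Antisense piRNAs fell from 2522 to 158 counts for HETA, from 4225 to 308 for Gypsy1-I_DM and from 637 to 211 for Copia_I, each by more than counting error. The largest changes past the threshold were falls, those of DMRPR, DM1731_I and DM1731_LTR. DM1731_I fell from 43531 ± 14670 to 3910 ± 313 CPM, a log2 fold change of -3.48 (standard error 0.28, adjusted p = 3.55e-04 from the edgeR test), and DM1731_LTR fell by 3.30 on the log2 scale. DMRPR, whose class is given as unknown, fell by 4.60 on the log2 scale, but from 360, 13 and 107 to 10, 11 and 13 counts, and its call was lost without heterozygous replicate 3 or any 1 mutant library, with values of -4.98, -4.52, -4.60 and -4.73. The size of the DMRPR fall rested on heterozygous replicate 1, without which it was -2.67, nearer 0 than the DM1731 falls.

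**Figure D3:**
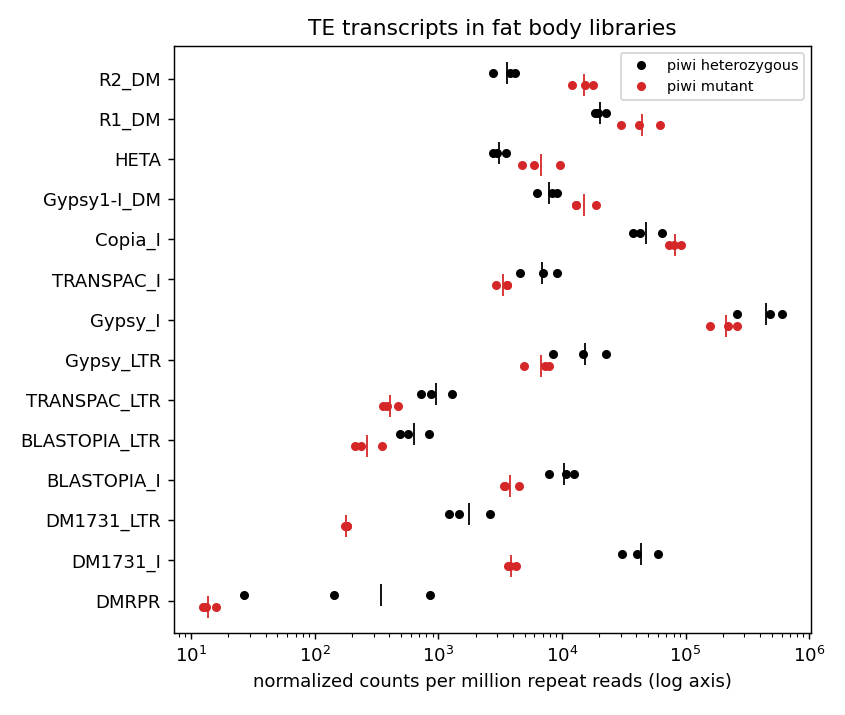
Normalized counts (x axis, CPM of repeat counts, log scale) of 14 TEs and repeats in each fat body library; black points are the 3 heterozygous and red points the 3 mutant libraries, and ticks mark their means. R2_DM separates most to the right in the mutant libraries, and DM1731_I and DM1731_LTR separate to the left.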

*piwi* mutants show increased expression of TEs relative to heterozygous controls. Reads from *piwi* mutants (red) and controls (black) are shown spanning the consensus sequences of four representative TEs from Fig. 2a. RPM: Reads Per Million. *n*=3 replicate libraries.

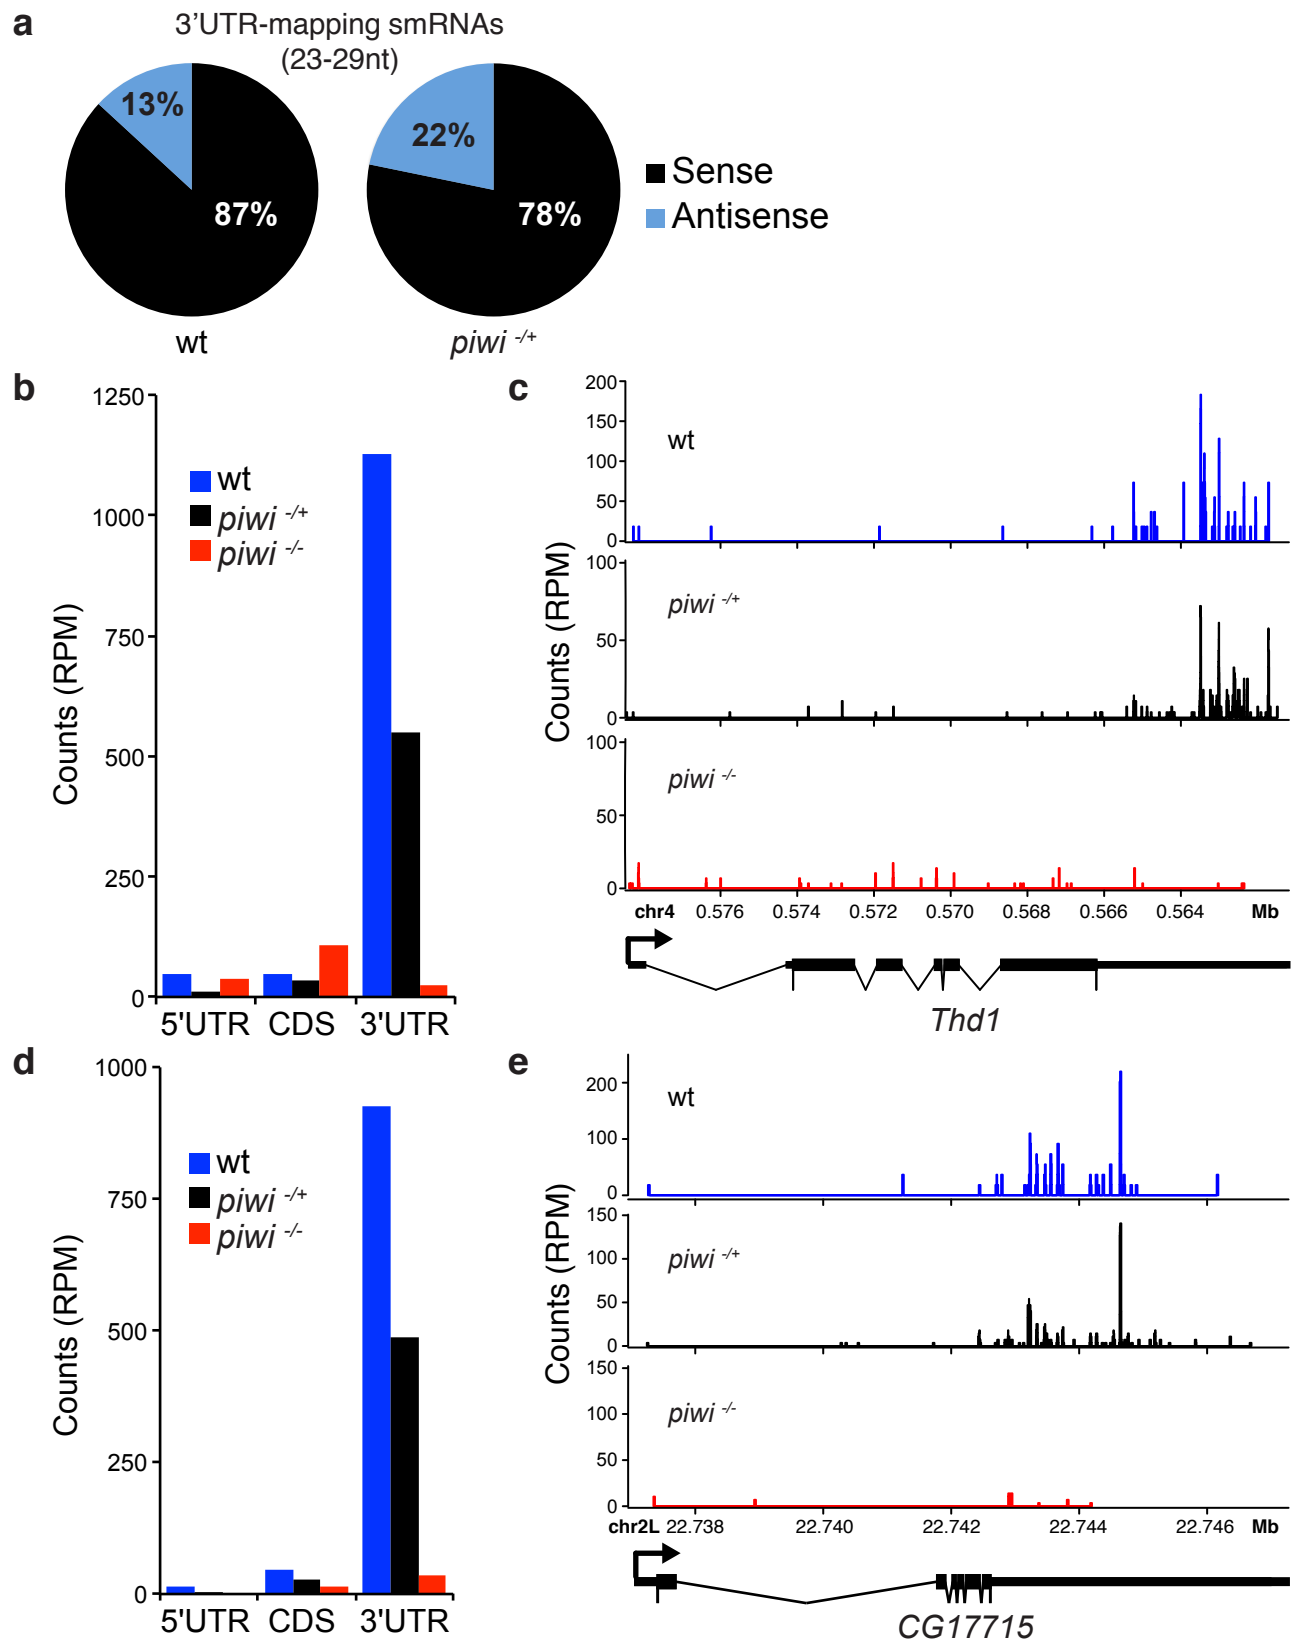

**Supplementary Figure 5: Characteristics of 3'UTR-mapping fat body piRNAs.**

(a) 3'UTR-mapping piRNAs (23-29nt) in wt and  $piwi^{-/-}$  fat bodies are predominantly sense to coding genes.

(b-e) Representative genes featuring abundant sense 3'UTR-mapping piRNAs. Unique piRNA reads (23-29nt) map to the *Thd1* (b, c) and *CG17715* (d, e) gene bodies in wt and  $piwi$  heterozygotes and are lost in  $piwi$  mutants. Thick lines in gene model represent coding sequence; thin lines represent 5' and 3'UTRs. RPM: Reads Per Million. See Supplementary Dataset 2 for additional fat body genic piRNAs.

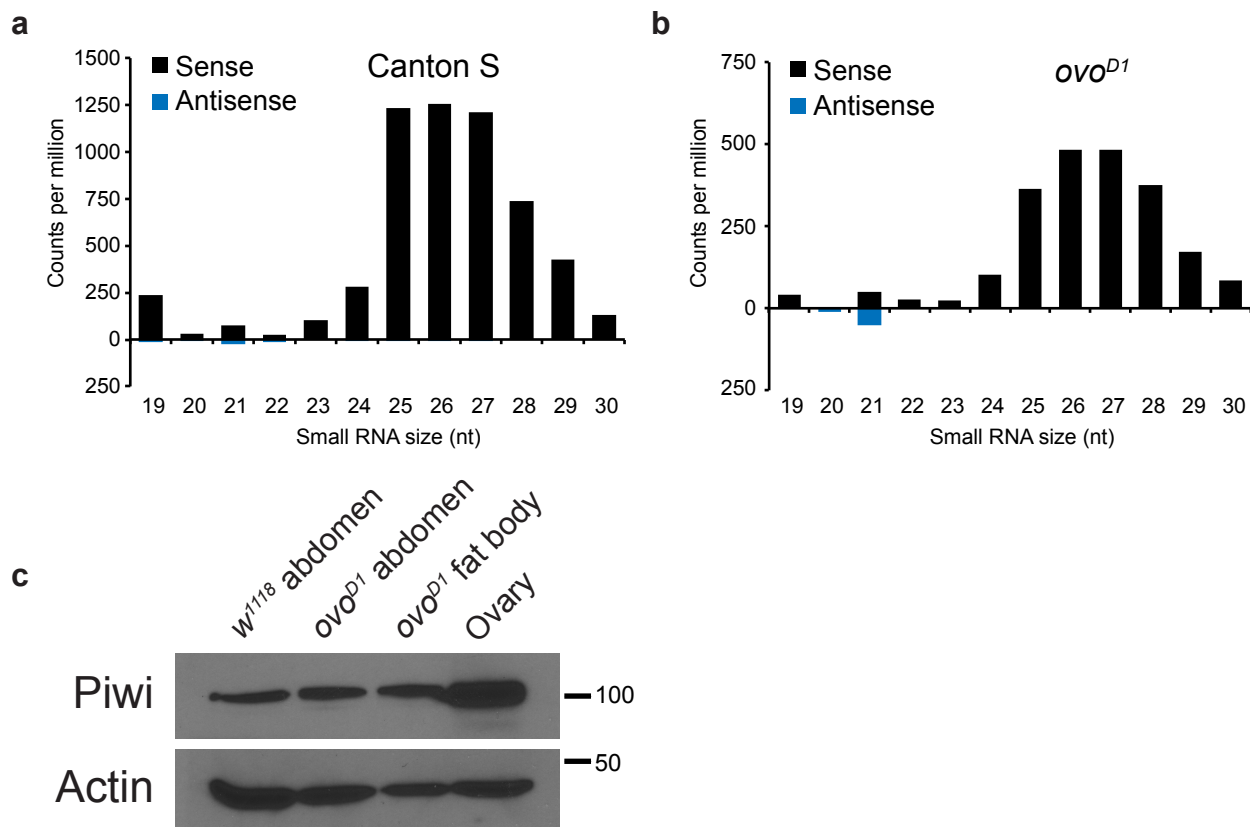

**Supplementary Figure 6: Flies lacking ovaries maintain fat body piRNA signatures.**

(a, b) Size profile of small RNA-seq reads from purified fat body mapping uniquely to *flamenco* locus in wild-type Canton S flies (a) and *ovo*<sup>D1</sup> mutant flies lacking ovaries (b). Reads were normalized to total uniquely aligning reads in each library.

(c) Piwi protein is present in the eviscerated abdomens and pure fat bodies of *ovo*<sup>D1</sup> mutant flies lacking ovaries. Wild-type *w*<sup>1118</sup> eviscerated abdomens and ovaries serve as positive controls. Actin serves as a loading control.

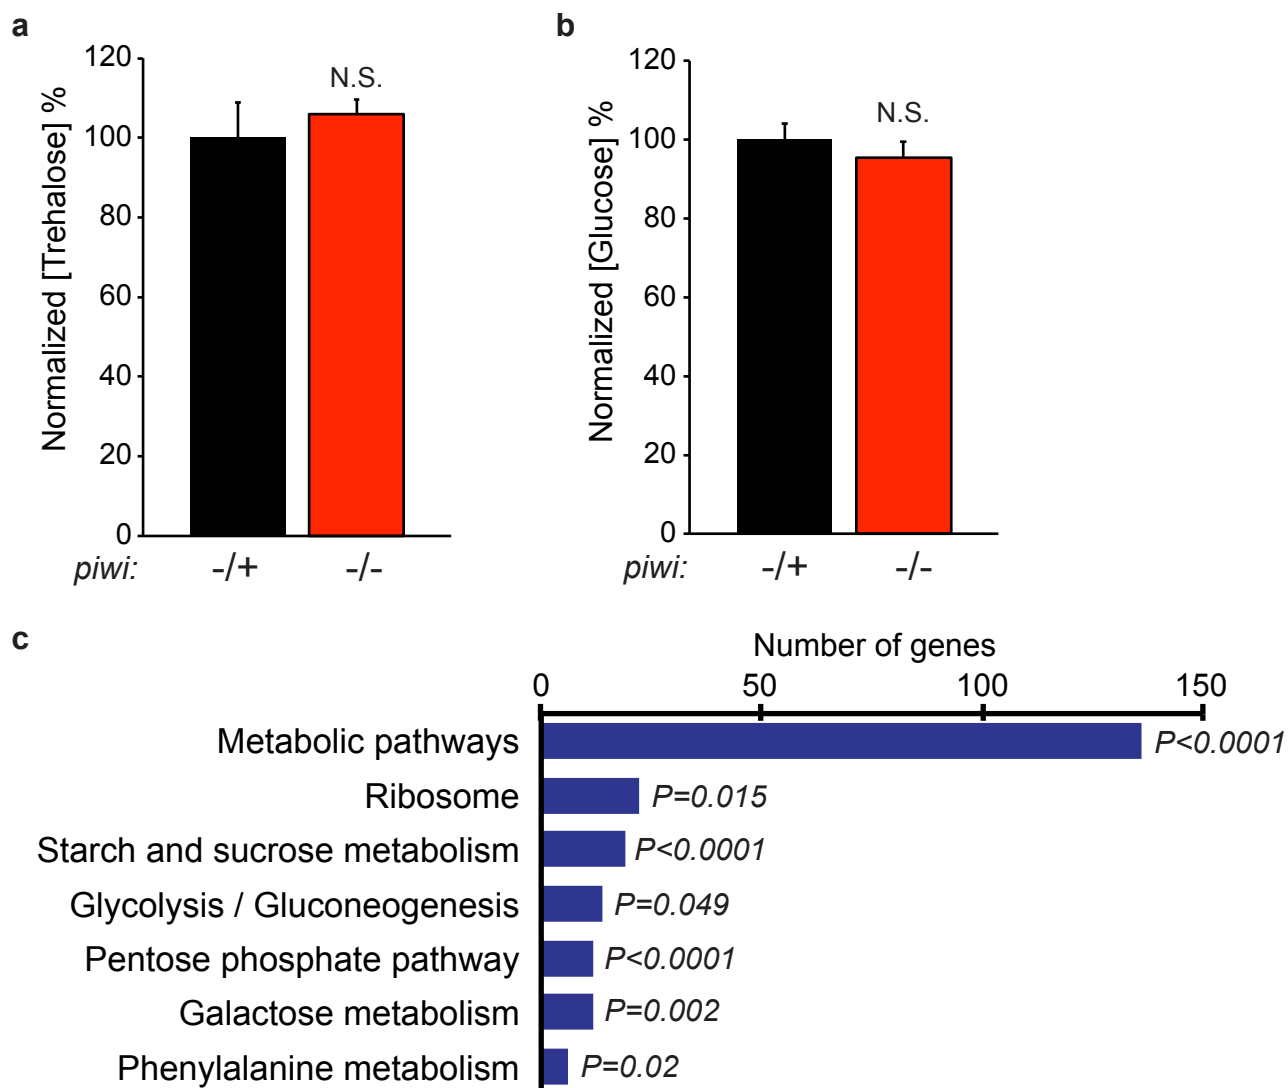

**Supplementary Figure 7: Metabolic phenotypes of *piwi* mutants.**

(a, b) Measurements of whole-body adult fly trehalose (a), and glucose (b) of *piwi* mutants compared to heterozygous controls. Data were normalized to total protein concentration of each sample and represented as a percent of the heterozygous control. Error bars are S.E.M. For each assay,  $n=5$  biological replicates per genotype.

(c) KEGG pathway analysis of differentially expressed coding genes in fat body of *piwi* mutants compared to heterozygous controls.  $n=3$  replicate libraries.

| <b><i>piwi</i> Starvation - 092414</b> |     | Hours at % Mortality |     | vs. (-/+) Control |          |
|----------------------------------------|-----|----------------------|-----|-------------------|----------|
| Genotype                               | n=X | 50%                  | 90% | X <sup>2</sup>    | P-value  |
| <i>piwi</i> <sup>-/-</sup>             | 48  | 114                  | 132 | —                 | —        |
| <i>piwi</i> <sup>-/-</sup>             | 48  | 48                   | 66  | 77.81             | P<0.0005 |

| <b><i>piwi</i> Starvation - 100614</b> |     | Hours at % Mortality |     | vs. (-/+) Control |          |
|----------------------------------------|-----|----------------------|-----|-------------------|----------|
| Genotype                               | n=X | 50%                  | 90% | X <sup>2</sup>    | P-value  |
| <i>piwi</i> <sup>-/-</sup>             | 100 | 114                  | 138 | —                 | —        |
| <i>piwi</i> <sup>-/-</sup>             | 97  | 66                   | 84  | 131.39            | P<0.0005 |

| <b><i>piwi</i> Immune Challenge - 070215</b> |     | Days at % Mortality |     | vs. Respective (-/+) Control |          | vs. Respective (-) Control |          |
|----------------------------------------------|-----|---------------------|-----|------------------------------|----------|----------------------------|----------|
| Genotype/Condition                           | n=X | 50%                 | 90% | X <sup>2</sup>               | P-value  | X <sup>2</sup>             | P-value  |
| <i>piwi</i> <sup>-/-</sup> (-)               | 50  | N/A                 | N/A | —                            | —        | —                          | —        |
| <i>piwi</i> <sup>-/-</sup> (-)               | 47  | N/A                 | N/A | 1.35                         | N.S.     | —                          | —        |
| <i>piwi</i> <sup>-/-</sup> (+)               | 50  | N/A                 | N/A | —                            | —        | 0.21                       | N.S.     |
| <i>piwi</i> <sup>-/-</sup> (+)               | 53  | 9                   | N/A | 31.08                        | P<0.0005 | 18.07                      | P<0.0005 |

| <b><i>piwi</i> Immune Challenge - 073115</b> |     | Days at % Mortality |     | vs. Respective (-/+) Control |          | vs. Respective (-) Control |          |
|----------------------------------------------|-----|---------------------|-----|------------------------------|----------|----------------------------|----------|
| Genotype/Condition                           | n=X | 50%                 | 90% | X <sup>2</sup>               | P-value  | X <sup>2</sup>             | P-value  |
| <i>piwi</i> <sup>-/-</sup> (-)               | 50  | N/A                 | N/A | —                            | —        | —                          | —        |
| <i>piwi</i> <sup>-/-</sup> (-)               | 50  | N/A                 | N/A | 17.43                        | P<0.0005 | —                          | —        |
| <i>piwi</i> <sup>-/-</sup> (+)               | 50  | N/A                 | N/A | —                            | —        | 6.32                       | P=0.0119 |
| <i>piwi</i> <sup>-/-</sup> (+)               | 50  | 10                  | N/A | 23.56                        | P<0.0005 | 14.74                      | P<0.0005 |

| <b><i>piwi</i> Lifespan - 080914</b> |     | Days at % Mortality |     | vs. (-/+) Control |          |
|--------------------------------------|-----|---------------------|-----|-------------------|----------|
| Genotype                             | n=X | 50%                 | 90% | X <sup>2</sup>    | P-value  |
| <i>piwi</i> <sup>-/-</sup>           | 254 | 67                  | 75  | —                 | —        |
| <i>piwi</i> <sup>-/-</sup>           | 245 | 29                  | 51  | 389.06            | P<0.0005 |

| <b><i>piwi</i> Lifespan - 072414</b> |     | Days at % Mortality |     | vs. (-/+) Control |          |
|--------------------------------------|-----|---------------------|-----|-------------------|----------|
| Genotype                             | n=X | 50%                 | 90% | X <sup>2</sup>    | P-value  |
| <i>piwi</i> <sup>-/-</sup>           | 238 | 66                  | 72  | —                 | —        |
| <i>piwi</i> <sup>-/-</sup>           | 225 | 30                  | 56  | 314.39            | P<0.0005 |

| <b><i>flam</i> Lifespan - 040815</b> |     | Days at % Mortality |     | vs. (-/+) Control |          |
|--------------------------------------|-----|---------------------|-----|-------------------|----------|
| Genotype                             | n=X | 50%                 | 90% | X <sup>2</sup>    | P-value  |
| <i>flam</i> <sup>-/-</sup>           | 250 | 58                  | 68  | —                 | —        |
| <i>flam</i> <sup>-/-</sup>           | 245 | 44                  | 56  | 226.93            | P<0.0005 |

| <b><i>flam</i> Lifespan - 051615</b> |     | Days at % Mortality |     | vs. (-/+) Control |          |
|--------------------------------------|-----|---------------------|-----|-------------------|----------|
| Genotype                             | n=X | 50%                 | 90% | X <sup>2</sup>    | P-value  |
| <i>flam</i> <sup>-/-</sup>           | 263 | 58                  | 68  | —                 | —        |
| <i>flam</i> <sup>-/-</sup>           | 258 | 42                  | 58  | 221.99            | P<0.0005 |

| <b><i>flam</i><sup>-/-</sup> 3TC Lifespan - 012816</b> |     | Days at % Mortality |     | vs. EtOH Control |          |
|--------------------------------------------------------|-----|---------------------|-----|------------------|----------|
| Genotype/Condition                                     | n=X | 50%                 | 90% | X <sup>2</sup>   | P-value  |
| <i>flam</i> <sup>-/-</sup> (Control)                   | 240 | 47                  | 61  | —                | —        |
| <i>flam</i> <sup>-/-</sup> (3TC)                       | 251 | 55                  | 67  | 22.48            | P<0.0005 |

| <b><i>flam</i><sup>-/-</sup> 3TC Lifespan - 051916</b> |     | Days at % Mortality |     | vs. EtOH Control |          |
|--------------------------------------------------------|-----|---------------------|-----|------------------|----------|
| Genotype/Condition                                     | n=X | 50%                 | 90% | X <sup>2</sup>   | P-value  |
| <i>flam</i> <sup>-/-</sup> (Control)                   | 246 | 47                  | 71  | —                | —        |
| <i>flam</i> <sup>-/-</sup> (3TC)                       | 254 | 57                  | 67  | 16.97            | P<0.0005 |

**Supplementary Table 1: Parameters and statistical analysis of starvation, immune challenge, and lifespan assays.**

How the deposited data were processed for this re-analysis (not part of the article)

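Expression was examined in 4 tissues of wild-type females (head, thorax, eviscerated abdomen and ovary; 12 total RNA-seq libraries) and in fat bodies of 2 piwi genotypes (6 total RNA-seq libraries and 2 oxidized small RNA libraries). Each library was assigned to its condition from the authors' sample labels and the column names of the deposited tables. The genotypes of the fat body flies differ in the CyO balancer as well as in piwi.

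The authors mapped tissue reads to the fly genome with Tophat and counted them on gene models with easyRNASeq, and the deposited gene values are raw counts. A deposited second table gives the same genes as RPKM, computed by the authors with library totals that differ from the summed gene counts. Whether the counting used the strand is not stated in the paper. For the fat bodies the authors counted reads with RepEnrich, and the deposited repeat tables hold raw counts and an entry named residual for the reads outside the named repeats, which made up 93.7 to 96.2% of all reads. The authors' deposited edgeR table gives log2 fold changes and log2 CPM, with a likelihood ratio score and its p-value per repeat. For small RNAs the deposited antisense signal was normalized by the authors to unique alignments to cisNATs and structured loci, and is given with raw antisense counts and a log2 ratio.

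Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr on tissue, which left 11188 of 13898, and repeats by the same filter on genotype, which left 215 of 233. TMM factors were computed over all genes or over all repeats without the residual entry, a quasi-likelihood model was fitted with tissue or genotype as its only term, and p-values were adjusted by Benjamini-Hochberg over everything tested, with an adjusted p of 0.05 as the threshold, or 0.0001 for the tallies that the legends state. Fold changes used edgeR's prior count of 0.125, and CPM values are scaled by the TMM factors. The tests of fitted models and of gene sets are 2-sided. The 25 piRNA pathway genes were tested as a set with camera at its preset correlation between genes of 0.01, with fry, and with the correlation estimated from the libraries. Antisense piRNA changes were taken from the authors' normalized values for TEs with at least 10 raw counts over both libraries, and compared with 10000 random lists of as many TEs. Intervals of raw antisense ratios are exact binomial at 95%, use a pseudocount of 0.5 for the ratio itself, and cover counting error only, since the reads carry no molecular identifiers.

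The genes named are the 32 of Supplementary Dataset 1, whose published false discovery rates had been seen before. The TEs named are the 10 with the largest change among those past the threshold whose libraries do not overlap between genotypes, the 4 drawn in Supplementary Fig. 4, and the gypsy entries; the other TEs with higher transcripts are listed by name to complete the count. Lists of 21 germline, 16 follicle cell and 8 fat body and oenocyte genes were written for the test of ovarian RNA. Genes termed ovary-restricted were those with at least 20 CPM in ovary and at least 30 times their level in head and in thorax, outside Supplementary Dataset 1. Their level in eviscerated abdomen was not limited by this rule.

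The alternatives were DESeq2, edgeR's likelihood ratio and exact tests, library size alone, upper quartile factors, no filter or a stricter one (1 CPM in 3 libraries, or 100 counts over the 6 repeat libraries), the replicate number as a block, only the tissues compared, limma on log2 RPKM with 0.1 or 1 added, only the TE classes, at least 100 antisense counts, other scalings of the antisense counts, and each library left out in turn. The comparisons were tested on simulated data of the same design: of 194 changed genes edgeR's quasi-likelihood test found 96.4% with 5 false calls, and of 40 changed repeats 100% with 2 false calls. Those percentages hold for the simulated changes and are not the power for the changes reported. The precision of the small RNA comparison rests on counting alone, and that of the RNA-seq comparisons on 3 libraries per group.

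The small RNA libraries of wild-type, ovoD1, D. simulans and D. yakuba fat bodies, 4 in all, were not used here, since no table of values for them was analysed. The gene tables hold only the wild-type tissues, so expression of genes in piwi mutants, piRNA clusters, genic piRNAs and the size and sequence profiles of small RNAs were not analysed here.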

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

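The tests of ovarian RNA by its share and by the germline list were set before their results were seen, and the tests of ovary RNA carried into all libraries and of scaling were chosen only after the result was seen.

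A signal appeared in genes that the paper did not analyse: 18 of the 20 germline genes and 14 of the 15 follicle cell genes found in the count table were higher in eviscerated abdomen than in both head and thorax at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). The germline genes had a median log2 fold change of 4.87 against head and 5.15 against thorax, and the follicle cell genes 7.95 and 7.24. The exceptions were grk and bgcn among the germline genes and slbo among the follicle cell genes, and nos and dec-1 could not be found by symbol. The most abundant in eviscerated abdomen were the eggshell genes Cp15, with 2457 CPM there and 2042 in ovary, Cp38, with 1530.2 and 3669, Vm26Aa, with 1299.8 and 2690.3, and Cp36, with 1269 and 1892, and among the germline genes oskar (osk), with 794 and 1122. None of these genes is in the 32 of Supplementary Dataset 1. The gene counts used here, which hold only the wild-type tissues, do not show which of these genes an abdomen without ovary expresses. Of the fat body and oenocyte genes, 7 of 8 were in the table and 1 was higher in both comparisons, Cyp4g1, which Supplementary Fig. 1c also shows; the median changes were -1.10 and -1.41, and the 3 yolk protein genes of the list are made by follicle cells too.

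Several technical explanations were weighed for the higher counts of these genes and of the piRNA pathway genes. RNA of ovary carried into all libraries during preparation is argued against, since the median follicle cell gene stood at 0.00224 of its ovary CPM in thorax and at 0.000589 in head, beside 0.417 in eviscerated abdomen; slbo, which had more CPM in head and thorax than in ovary, was an exception. The scaling of the libraries is argued against too, since the median change of the piRNA pathway genes stayed at 1.501 or more under each scaling run. Ovarian RNA in the abdomen libraries remains open. The 153 ovary-restricted genes stood in eviscerated abdomen at a median of 0.417 of their ovary CPM, with the middle 50% from 0.284 to 0.608, and the median piRNA pathway gene at 0.443, inside that range, as were 14 of the 25 genes. Only Ci lay above the 95th percentile of 1.16, and 3 genes lay below the 25th. The 10 most abundant ovary-restricted genes stood at 0.450. The size of the shares depends on the scale, and on the authors' RPKM values the medians were 0.106 for the ovary-restricted and 0.113 for the piRNA pathway genes. In abdomen replicates 1, 2 and 3 the shares were 0.295, 0.476 and 0.439 for the ovary-restricted genes and 0.387, 0.528 and 0.529 for the piRNA pathway genes. The germline genes rose more than the piRNA pathway genes, by a difference of medians of 2.00 against head (2-sided permutation test, p = 0.0012). Against thorax the difference was 1.31 (2-sided permutation test, p = 0.0164). The permutation treated genes as independent although they share libraries, so its p-values do not measure the spread between replicates. The median germline gene stood at 0.494 of its ovary CPM in eviscerated abdomen, beside 0.443 for the piRNA pathway genes. In head these medians were 0.0181 and 0.0584, and in thorax 0.0155 and 0.0486, so the lists differed more there than in the abdomen. The shares in the abdomen leave ovarian RNA in its libraries as a candidate source of the signal. Expression of the same genes in abdominal tissue outside the ovary, which the comparison of tissues also allows, was not tested. The shares do not say how much of a given gene's counts would come from either source. The paper addresses ovarian contamination of small RNAs and of Piwi protein with ovoD1 flies, for which no RNA-seq counts were analysed here.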

How the results depend on the processing

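The alternatives were chosen before the data were examined, except these tests, chosen only after the result was seen: a threshold of 0.05 for the tallies, the likelihood ratio test with a block for the tissues, 4 settings for the TEs that include the residual reads or leave out gypsy, and the counts of other splits.

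For the tissues, the numbers of changed genes kept within 1.5 times the reported number under each alternative except limma on RPKM. On log2(RPKM + 0.1), 2228 genes were higher and 5445 lower in eviscerated abdomen than in thorax, 7254 changed between thorax and head (6014 higher, 1240 lower), and between ovary and abdomen 7422 were higher and 1770 lower. On log2(RPKM + 1) these were 2260, 7187 (5968 and 1219), 7227 and 1464. The RPKM totals show the cause, since they shift all genes by 1.04 on the log2 scale between thorax and eviscerated abdomen and by 1.68 between ovary and eviscerated abdomen. With RPKM + 0.1 the median of all genes was 0.19 for abdomen against head, -0.63 for abdomen against thorax, 0.73 for thorax against head and 1.74 for ovary against abdomen, beside -0.08, -0.08, -0.17 and -0.01 as reported. Among scalings of the counts, library size alone moved the share of higher genes against thorax from 49.0 to 60.7% (4917 higher, 3181 lower; median 0.31) and for thorax against head from 39.3 to 27.1% (1380 and 3713; median -0.36), and upper quartile factors moved the latter to 51.2% (2423 and 2314; median -0.02). The medians of all genes for abdomen against head, abdomen against thorax and ovary against abdomen were -0.24, -0.28 and -0.15 with DESeq2, and those for abdomen against head and ovary against abdomen were 0.13 and 0.26 with library size alone and 0.11 and -0.23 with upper quartile factors. In the fit of only the 2 tissues, the share higher for thorax against head was 50.5%. With each library left out in turn the count for thorax against head ran from 3769 without thorax replicate 1 to 5943 without abdomen replicate 1. Its balance turned when an ovary library was left out, from 1843 higher and 2847 lower to 2574 and 1994 without ovary replicate 1, 2585 and 2013 without ovary replicate 2, and 2583 and 2000.0 without ovary replicate 3, with 56.2 to 56.4% higher and a median near 0.02. In the fit of only the 2 tissues, 1 of 10 splits of the libraries gave as many changed genes in each of the 4 comparisons, and since 10 splits allow no smaller share than 10%, chance cannot be excluded by them.

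The tally of Fig. 1a genes past 0.0001 was 2 when only the 2 tissues compared were fitted, where fewer libraries estimate the spread, and 6 (without head replicate 2) to 10 with each library left out in turn; the cause of the latter was not tested. The tally of Supplementary Fig. 1a genes was 11 at an adjusted p under 0.05, which follows from the threshold. Chance was tested in a separate fit of the 9 head, thorax and abdomen libraries without ovary, in which each real tally was 6, so for Fig. 1a not the 10 reported. Of 100 relabellings of those libraries, the real split included, only the real split gave each tally as large, and the largest other was 1. Chance labelling of the libraries is thereby argued against for both tallies of that fit. Relabelled groups mix tissues, however. In the fit of abdomen and head alone, 7622 genes changed in the real split and 0 in the largest other. The relabelling therefore shows that the tissues differ and is not specific to the piRNA pathway genes. The set tests of the 25 genes gave p = 0.165 against head and 0.137 against thorax with the correlation between genes estimated at 0.39 in place of 0.01, and p-values from 7.46e-06 to 6.48e-05 against head and from 2.16e-06 to 4.51e-05 against thorax under fry, the replicate number as a block and library size alone. With each library left out in turn they ran from 7.03e-07 to 2.04e-05 against head and from 3.22e-07 to 4.08e-06 against thorax. Splits of the libraries gave a set p as small in 3 of 10 against head and 2 of 10 against thorax, so chance cannot be excluded for the sets.

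Of 1471 values for the genes of Supplementary Dataset 1, 1430 kept their direction and their side of the threshold, 26 fell below it, 1 rose past it and 14 reversed. Dicer2 against head, reported at -0.10 and not past the threshold, was 0.13 with library size alone, 0.082 with upper quartile factors, 0.17 and 0.13 on log2(RPKM + 0.1) and log2(RPKM + 1), 0.14 without abdomen replicate 1 and 0.019, 0.020 and 0.020 without ovary replicates 1, 2 and 3, within a range of -0.18 to 0.14 over the libraries left out. traffic jam, not past the threshold, was -0.48 and -0.35 against thorax on the 2 RPKM scales and -0.047 without abdomen replicate 2 (range -0.047 to 0.68 over the libraries left out), and 0.090 against head without abdomen replicate 1 (range -0.63 to 0.090). R2D2 against thorax was -0.15 and -0.12 on the RPKM scales, by less than the shift of all genes on them. Apart from the RPKM scales, the cause was not tested.

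The TE counts depended more on the processing. Beside 11 higher and 12 lower, DESeq2 called 35 repeats, 17 of them higher. Library size alone called 17 higher and placed 91 above the 1.2-fold line, with a median of 0.19, and upper quartile factors called 19 higher and placed 76 above it, with a median of 0.12, so the share of higher calls rose from 47.8 to 62.96 and 61.3%. Part of this follows from gypsy, whose share of the counts was larger in the heterozygous libraries: library size alone with the gypsy entries left out (chosen after seeing the data) placed 26 above the line, with a median of -0.17. With the replicate number as a replicate block, 4 repeats changed, 2 higher and 2 lower. Libraries with the same number in the 2 genotypes correlated by -0.06, 0.17 and -0.10, so the numbers do not pair the libraries. The block also spends degrees of freedom, but whether this caused the lower count was not tested. In simulated data of the same design the fits with and without the block both found 100% of 40 changed repeats. That recovery cannot say whether the block costs calls among the changes reported here. Library size with the residual reads and no TMM (chosen after seeing the data) called 8, with 1 higher and 7 lower (12.5% higher; median -0.13), and the likelihood ratio test with the residual reads, no filter and the block (chosen after seeing the data) called 20 lower. Otherwise the cause was not tested. With each library left out in turn, 7 (without heterozygous replicate 3) to 25 (without heterozygous replicate 1) changed, 2 to 11 were higher and 5 to 15 lower; without heterozygous replicate 2 it was 3 higher and 15 lower, without mutant replicate 1 it was 4 and 7, without mutant replicate 2 it was 2 and 7, and without mutant replicate 3 it was 3 and 7. Of 10 splits of the libraries only the real split, 1 of 10, gave as many changed repeats, but 3 libraries against 3 allow no share under 10%, so these splits cannot exclude chance whatever their outcome. Above the line 2 of 10 splits gave as many, with 50 in another split beside 45. Of 263 values for the named TEs, 199 kept their direction and their side of the threshold, 41 fell below it and 23 rose past it. R2_DM, DM1731_I and DM1731_LTR were called under each alternative run, while R1_DM, HETA, Gypsy1-I_DM, TRANSPAC_I and DMRPR were each lost with at least 4 of the single libraries left out.

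The median antisense piRNA change of the TEs with higher transcripts was -2.54 scaled by unique piRNA-sized reads, -2.85 over the 10 with at least 100 counts, and -2.25 for the TEs above the 1.2-fold line, the last by its construction a different list. All were falls. With 1 library per genotype, depth limits the changes that rest on few counts, as for R2_DM with 11 and 5 counts and DMRPR with none in either library.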

Differences from the paper's values

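Of the settings compared here, the threshold of 0.05 and the likelihood ratio tests with a block were chosen only after the result was seen.

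The paper's legend to Supplementary Fig. 1 gives 11 genes increased in eviscerated abdomen against both head and thorax at its threshold, and 6 were found here. In the paper's own Supplementary Dataset 1, 9 of the genes have a false discovery rate under 0.0001 in both comparisons and 11 have one under 0.05. Of the alternatives set before the data were examined, DESeq2 (9), the likelihood ratio test (9), limma on log2(RPKM + 0.1) (8), and the fits without head replicate 1 (8) or abdomen replicate 1 (9) came within 1.5 times of the paper's value. Library size alone, upper quartile factors, either filter (7 with none), the block, the fit of only the 2 tissues (4), limma on log2(RPKM + 1) and the fits without any other library did not. The likelihood ratio test with a block, chosen after seeing the values, gave 9 and so drops 2 of the paper's genes. A threshold of 0.05, also chosen after seeing the values, gave 11, the paper's value, and like the paper's count leaves out Ci, fs(1)Yb and Tudor, so it drops none of its genes.

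In Supplementary Dataset 1 the paper's false discovery rate is under 0.05 between thorax and head for 5 of the 32 genes, and 8 were called here, 4 of them among the paper's. The alternatives within 1.5 times of the paper's value were no filter (7), the block (6), only the 2 tissues (7), and the fits without head replicate 1 (7), head replicate 2 (6), thorax replicate 1 (6), thorax replicate 2 (7), thorax replicate 3 (7), abdomen replicate 2 (7) and abdomen replicate 3 (7). Those that were not were DESeq2 (9), the likelihood ratio test (8), library size alone (8), upper quartile factors (9), the stricter filter (8), limma on log2(RPKM + 0.1) (14) and log2(RPKM + 1) (11), and the fits without head replicate 3 (8), abdomen replicate 1 (11) or any ovary library (9), as well as the likelihood ratio test with a block (8). No setting gave the paper's number, and DESeq2, upper quartile factors, both limma fits and the fits without abdomen replicate 1 or any ovary library called all 5 of the paper's genes. For ovary against abdomen, 22 of the paper's 24 genes were called here, and between 17 and 24 under the settings run. The number was 17 with upper quartile factors, 18 with DESeq2, 19 with the block and without abdomen replicate 1, 20 with the likelihood ratio test with a block and 23 with the likelihood ratio test alone. All 24 were called in the fit of only the 2 tissues, among 26 genes, and by limma on log2(RPKM + 0.1), which called all 32 genes, while limma on log2(RPKM + 1) called 23 of the 24 among 31.

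The legend to Supplementary Fig. 1 describes Tudor as not different, and here Tudor was lower at -0.65 against head and -0.71 against thorax, with adjusted p = 0.0219 and 0.0152 (edgeR quasi-likelihood, Benjamini-Hochberg), which do not reach the legend's threshold.

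The authors' table of TE transcripts calls 13 repeats higher and 20 lower at a false discovery rate of 0.05, of which 10 and 12 were called here in the same direction. Copia_I, Gypsy_I and Gypsy_LTR pass in the authors' table and not here; all 3 were called with DESeq2, the likelihood ratio test, the exact test and library size alone. They were also called with the likelihood ratio test with the residual reads, no filter and a block, which was chosen after seeing the values, called 14 higher and 20 lower, and differed from the authors' log2 fold changes by at most 0.052.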

Other observations

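The tests reported in this part were all chosen only after the result was seen.

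Abdomen replicate 1 stood apart from replicates 2 and 3. Its deviation from the mean of the other two differed between the longest and the shortest genes, 20% of all at each end, by -1.17 on the log2 scale, whereas no head, thorax or ovary library differed by more than 0.298 in size. Gene length therefore may account for part of the deviation, which the test cannot assign to RNA quality or library preparation. Ovary-restricted genes in this library lay lower by a further -0.41 than other genes of like length, with 88.2% of them below 0, and at 0.30 and 0.13 in replicates 2 and 3, which is consistent with less ovarian RNA in replicate 1. These 2 explanations do not exclude each other, and no biological explanation was tested, since the 3 libraries share their condition.

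R2 and R1 insert into ribosomal RNA genes, and the large ribosomal RNA itself had a log2 fold change of 0.84 in the mutant (adjusted p = 0.1246, edgeR quasi-likelihood, Benjamini-Hochberg). The ratio of R2 to the large ribosomal RNA rose by 1.21 with no overlap between the genotypes (spread 0.61). Ribosomal RNA was depleted from these libraries, so its counts are what the depletion left. The ratio therefore cannot decide whether more reads from ribosomal RNA genes in the mutant libraries account for the rise of R2. For R1 the ratio rose by 0.24 with overlap (spread 0.65). Such reads may account for the higher counts of R1 too, and an effect of the genotype stays open as untested.

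Scaling as the cause of the fall of DM1731_I is argued against, since that fall lay between -3.51 and -3.22 on the log2 scale under the 7 scalings run. DM1731_LTR lay between -3.42 and -3.04 over the alternatives apart from single libraries left out. A difference between the strains or the balancer chromosome was not tested, and the design does not part it from piwi.

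It was tested whether TEs that lost more antisense piRNAs gained more transcript. Across 181 TEs the Spearman correlation was 0.0519 (2-sided permutation test, p = 0.49), where the explanation needs a negative one, so the size of the antisense loss in these libraries is argued against as what orders the transcript changes. TEs are not independent replicates, and each piRNA value comes from 1 library per genotype.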
